# NMN protects cisplatin-associated AKI via NAD^+^/SIRT1 pathway

**DOI:** 10.3389/fimmu.2026.1721884

**Published:** 2026-02-04

**Authors:** Zhaozhi Wen, Jiazeng Wang, Yihang Yang, Longlong Chen, Xiangge Ji, Dong Liu, Chongxu Shi

**Keywords:** acute kidney injury, cisplatin, inflammation, nicotinamide adenine dinucleotide, SIRT1

## Abstract

Acute kidney injury (AKI) is a critical public health concern with high morbidity and mortality. The chemotherapy agent cisplatin is widely used for various solid tumors; however, cisplatin-associated AKI (CIS-AKI) is a frequent complication in the clinic. Nicotinamide adenine dinucleotide (NAD^+^) is a coenzyme central to metabolism and redox reactions. β-Nicotinamide mononucleotide (NMN), a key precursor of NAD^+^, has shown protective effects in various disease models, but its role in CIS-AKI remains unclear. In this study, male mice subjected to CIS-AKI and cisplatin-treated HK-2 cells were employed as *in vivo* and *in vitro* models, respectively, to evaluate the renoprotective effects of NMN. Bulk RNA sequencing revealed marked inflammatory activation and disruption of NAD^+^ metabolism in cisplatin-treated mouse kidneys. NMN administration significantly ameliorated kidney dysfunction, as indicated by reduced plasma creatinine and blood urea nitrogen (BUN) levels, attenuated tubular injury, and decreased expression of kidney injury markers NGAL and KIM-1. It also markedly suppressed kidney inflammation, characterized by reduced IL-6 and IL-18 levels, diminished neutrophil infiltration and macrophage accumulation. Consistently, *in vitro*, NMN attenuated cisplatin-induced reactive oxygen species (ROS) generation and lactate dehydrogenase (LDH) release in HK-2 cells. Mechanistically, NMN elevated kidney NAD^+^ levels and enhanced SIRT1 expression. These findings demonstrate that NMN protects against CIS-AKI by activating the NAD^+^–SIRT1 pathway, thereby reducing oxidative stress and inflammation, and suggest its potential as a therapeutic strategy for CIS-AKI.

## Introduction

Acute kidney injury (AKI) is a severe clinical syndrome characterized by a rapid loss of kidney function, indicated by an increase in plasma creatinine of at least 0.3 mg/dL within 48 hours, or a 1.5-fold rise from baseline within 7 days, or a urine output of no more than 0.5 mL/kg/h for 6 hours or longer (1). With the aging population and rising prevalence of comorbidities such as diabetes, cardiovascular disease, and sepsis, the incidence of AKI continues to increase (2). Despite extensive research, effective therapeutic strategies for AKI remain limited, and mortality rates can reach up to 50% (3). Although supportive care like dialysis can manage the acute phase, the major clinical challenge is preventing long-term kidney function decline following an episode of AKI. This challenge is exemplified by cisplatin, a widely used chemotherapeutic agent whose dose-limiting nephrotoxicity often leads to AKI (4). The underlying mechanisms include mitochondrial dysfunction, oxidative stress, and inflammatory cascades (5). However, the precise signaling networks and their hierarchical roles remain unclear. Sirtuin 1 (SIRT1), a nicotinamide adenine dinucleotide (NAD^+^)-dependent deacetylase, plays a crucial role in regulating cellular metabolism, aging, apoptosis, inflammation, and oxidative stress (6, 7). Previous studies have shown that SIRT1 activation offers protection against AKI through multiple pathways, including SIRT1/Nrf2/HO-1 and SIRT1/NF-κB (8). Nicotinamide mononucleotide (NMN), a direct precursor of NAD^+^, activates SIRT1-dependent pathways via restoring cellular NAD^+^ levels (9). In preclinical studies, NMN has protective effects on aging, neurodegeneration, and metabolic disorders (10). However, the role of NAD^+^-SIRT1 axis in CIS-AKI remains unclear. Therefore, we hypothesized that NMN can alleviate CIS-AKI, tubular injury, inflammatory response, and ROS release by upregulating NAD^+^ levels and activating SIRT1.

## Methods

### Animal study

Male C57/BL6J mice (20–25 g) were purchased from the Animal Experimental Center of Nantong University and maintained under standard conditions (22 ± 2°C, 50–60% humidity, 12 h light/dark cycle) with unlimited access to food and water. Mice were randomly assigned to four groups (n = 6 per group): Control (0.9% saline, i.p.); Cisplatin (23 mg/kg, i.p.); Cisplatin + NMN-low (500 mg/kg, i.p.); Cisplatin + NMN-high (1000 mg/kg, i.p.). Cisplatin (Qilu Pharmaceutical, China) was dissolved in 0.9% saline. NMN (β-nicotinamide mononucleotide; Beyotime, China) was dissolved in 0.9% saline and administered intraperitoneally (i.p.) once daily for four consecutive days. The second dose of NMN was administered 1 h before cisplatin injection. For blood collection under anesthesia, mice received a single intraperitoneal injection of 2,2,2-tribromoethanol (250 mg/kg, 2.5% w/v in saline, 10 ml/kg body weight; Shanghai Yuanye Bio-Technology, China). Mice were euthanized 72 h post-cisplatin injection; blood and kidneys were harvested for analysis. Euthanasia was performed by cervical dislocation by trained personnel after confirming loss of consciousness. All animal procedures were approved by the Institutional Animal Care and Use Committee of Nantong University and conducted under the NIH Guide for the Care and Use of Laboratory Animals.

### *In vitro* study

HK-2 cells (human kidney-2; ATCC CRL-2190) were obtained from Bluefbio Co. (China) and cultured in Dulbecco’s Modified Eagle Medium (DMEM; Pricella, China) supplemented with 10% fetal bovine serum (FBS; Bio-Channel, China) and 1% penicillin–streptomycin (PS, Beyotime, China) at 37°C in a humidified atmosphere of 5% CO_2_. For lactate dehydrogenase (LDH) assays, HK-2 cells were seeded into 96-well plates (3 × 10^5^ cells/well) and cultured for 24 h until 80% confluence. For RNA extraction, HK-2 cells were seeded into six-well plates (1 × 10^6^ cells/well) and cultured for 24 h until 80% confluence. To detect reactive oxygen species (ROS) release, HK-2 cells were seeded onto sterile glass coverslips and placed in 24-well plates (2 × 10^5^ cells/well) and cultured for 24 h until 80% confluence. For SIRT1 inhibition experiments, 10 μM EX-527 (Beyotime, China) was applied simultaneously with NMN for 24 h.

### RNA-sequencing and bioinformatics analysis

Fresh kidney tissues were snap-frozen in liquid nitrogen and shipped on dry ice to Singleron Biotechnologies (China) within 2 h. Total RNA was extracted using TRIzol reagent and subjected to library construction with the GEXSCOPE^®^ Universal RNA Library Kit. Paired-end 150-bp sequencing was performed on an Illumina NovaSeq 6000. Clean reads were aligned to the mouse reference genome (GRCm38) with HISAT2. Differential expression (|log_2_FC| ≥ 1, adjusted P < 0.05) and pathway enrichment were analyzed using DESeq2 (version 1.32.0) and clusterProfiler (version 4.2.0), respectively. All analyses were performed using R (version 4.1.2).

### Kidney function assessment

To evaluate kidney function, blood urea nitrogen (BUN) and plasma creatinine levels were measured by a urea assay kit and a creatinine assay kit (Maryland, USA), respectively.

### Histological assessment

Fresh kidneys were fixed in 4% paraformaldehyde for 24 h, and then embedded in paraffin. Sections (4 µm) were stained with hematoxylin and eosin (H&E) and examined at ×100 or ×200 magnification. Twenty random fields per section (×200) were graded on a 0–5 scale: 0 (<10%), 1 (10–30%), 2 (30–50%), 3 (50–70%), 4 (70–90%), or 5 (>90%) of tubules showing dilation, brush-border loss, casts, or necrosis.

### Immunohistochemistry

Immunohistochemical staining was performed by Friss Biotechnology (China) using the following primary antibodies: anti-SIRT1 (1:250, catalog number 60303-1-Ig; Proteintech, China), anti-Ly6G (1:200, catalog number 24633-1-AP; Proteintech, China), anti-NGAL (1:1000, catalog number ab216462; Abcam, UK), anti-F4/80 (1:2000, catalog number 28463-1-AP; Proteintech, China), and anti-KIM-1 (1:200, catalog number PA5-98302; Proteintech, China). Light microscopy was employed for image acquisition, followed by semi-quantitative analysis of protein expression using ImageJ software.

### Quantitative real-time PCR analysis

Total RNA from kidneys was isolated using a Total RNA Extraction Kit (CWBIO, China) according to the manufacturer’s experimental protocols. Then, the concentration of RNA was measured using a microvolume spectrophotometer (Thermo Fisher Scientific, Waltham, USA). After reverse transcription, quantitative real-time PCR was performed using the Fast qPCR Kit (Kapa Biosystems, USA) on a PCR system (CFX Connect; Bio-Rad, USA). Primer sequences are listed in **Supplementary Table 1**. Relative gene expression was calculated using the 2^−ΔΔCt method.

### Biochemical assays

The levels of LDH, ROS, and NAD^+^ in tissue lysates and HK-2 cells were quantified using the LDH assay kit (Beyotime, China), the ROS assay kit (Beyotime, China), and the NAD^+^/NADH assay kit (Beyotime, China), respectively, and strictly adhering to the manufacturers’ prescribed protocols.

### Statistical analysis

Statistical analysis was performed using one-way ANOVA to assess differences among the groups. Following the ANOVA, pairwise comparisons between the groups were conducted using *post-hoc* tests to identify significant differences. Data are presented as mean ± SEM, and a P-value < 0.05 was considered statistically significant.

## Result

### Bulk RNA-seq profiling reveals cisplatin-induced inflammatory response and disrupted NAD^+^ metabolism in the mouse kidney

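Kidney RNA from 4 control mice and 4 cisplatin-treated mice was sequenced as 8 libraries. Cisplatin is a platinum chemotherapy drug that injures the proximal tubule of the kidney. The paper's methods give an intraperitoneal dose of 23 mg/kg, and kidneys were collected 72 h after injection. The labels number the control libraries 1, 2, 3 and 5 and the cisplatin libraries 1, 3, 4 and 6. According to the paper, reads were aligned to the mouse genome GRCm38 with HISAT2, and the authors deposited the number of reads counted on each gene, without normalization. The table lists 53715 genes and names 8 libraries. In 35880 rows the number of values was 8. In the other 17835 rows, 33.2% of the table, it was 10, so the values could not be assigned to the 8 libraries and were not used. Those rows hold 9695 of the protein-coding genes, against 12286 in the rows that were used, and the unused genes include Nampt, Parp1, Il6, Tnf, Ly6g and Adgre1. Over the rows used, the total count per library ranged from 13539665 to 16201443 in the controls, with a median of 15390644.5, and from 10953338 to 16701599 in the cisplatin-treated kidneys, with a median of 13214342. These totals cover part of each library and are not its full depth. At these totals 3 counts, taken here as the smallest measurable level, correspond to between 0.180 and 0.274 CPM (counts scaled to a common library total) before any normalization. This level covers counting error only.

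Genes were kept by edgeR's default expression filter, which left 9141. Counts were normalized by the trimmed mean of M values (TMM) and tested with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The paper names DESeq2 for its test, and the thresholds were those of the paper, an absolute log2 fold change of at least 1 and an adjusted p under 0.05. Standard errors were computed from the log2 fold change and the F statistic. No 2 libraries of a group held near-identical counts. The chi-square per gene between libraries of one group was at least 15.1, where sampling noise alone gives about 1.

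The libraries also differed in ways that the treatment does not explain. The first principal component of log2(CPM + 1) held 73.55% of the variance and separated cisplatin from control. The second held 15.96% and separated control 5, cisplatin 4 and cisplatin 6 from control 1, 2 and 3 and cisplatin 1 and 3. These are called the second and the first library set. The paper's methods state that male mice were used. The Y-linked genes Kdm5d and Eif2s3y had 2 and 3 counts in cisplatin 1 and 0 counts each in cisplatin 3. In the other 6 libraries Kdm5d had between 274 and 576 counts and Eif2s3y between 541 and 1333. Both cisplatin libraries without Y-linked counts belong to the first library set, so within the cisplatin group this difference and the library set cannot be told apart.

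**Figure D1:**
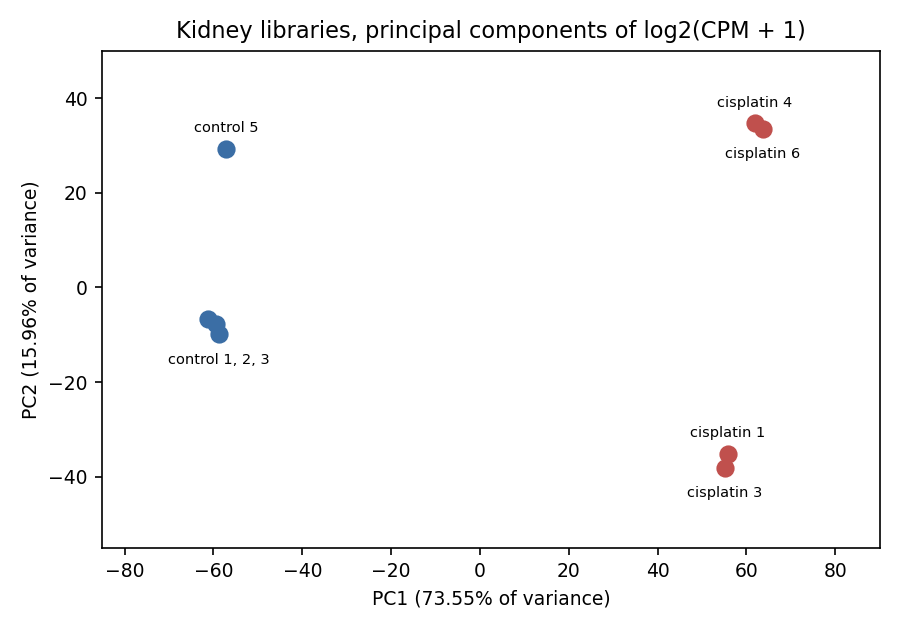
Each point is one kidney library, placed by the first (x axis) and second (y axis) principal component of log2(CPM + 1), with controls in blue and cisplatin-treated kidneys in red. The x axis separates the treatments, and on the y axis control 5 lies at 29.3, cisplatin 4 at 34.7 and cisplatin 6 at 33.6, while the other libraries lie between -38.1 and -6.60.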

To characterize the molecular landscape of CIS-AKI, we performed bulk RNA-seq on kidneys (**Figure 1A**). Differential expression gene (DEG) analysis identified 2,387 up-regulated and 4,774 down-regulated genes (|log_2_ FC| ≥ 1, adjusted P-value < 0.05) (**Figure 1B**; **Supplementary Table 2**). 

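Of the 9141 genes tested, 1754 were up-regulated and 1434 were down-regulated in the cisplatin-treated kidneys. In 4230 of the 9141 genes, 46.3%, the 4 cisplatin-treated kidneys lay wholly above or wholly below the 4 controls, where chance gives 2.86%. The counts fell most when genes were tested against a log2 fold change of 1 rather than 0, to 885 up-regulated and 803 down-regulated genes. Scaling by total library size alone in place of TMM gave 3174 and 803. Replicate numbers 1 and 3 occur in both groups. The deviations of the same-numbered libraries from their group means correlated across genes with r = 0.25 for number 1 and r = 0.28 for number 3. Differently numbered pairs of the first library set gave values from 0.15 to 0.36. With the replicate number as a block, the estimate rests on control 1 and 3 against cisplatin 1 and 3 alone, all of the first library set, since the other numbers occur in one group. This fit leaves very little of each gene's own spread to test against, so its p-values rest largely on a spread pooled over genes. It called 1710 genes up-regulated and 1404 down-regulated. Of these, 1409 and 1199 were also called without the block.

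With the library set as a covariate, an alternative chosen after the data were seen, 1763 genes were up-regulated and 1518 down-regulated. Of these, 1617 and 1382 were also called without it. Within the first library set, control 1, 2 and 3 against cisplatin 1 and 3, the same test called 1623 genes up-regulated and 1501 down-regulated. The second set holds 1 control and could not be tested on its own. In the fit of the first set and in the fit with the block, both cisplatin libraries lack Y-linked counts and the controls have them, so these fits cannot tell the treatment from that difference.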

The top up-regulated genes included *Lcn2*, *Havcr1*, *Il1f6*, *Il24*, *Saa1* and *Timp1*. 

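All 6 genes were up-regulated in the cisplatin-treated kidneys, and in each of them every cisplatin-treated kidney lay above every control. Lcn2 (ENSMUSG00000026822), which encodes the injury marker NGAL, lies on chromosome 2 of GRCm38 from 32384633 to 32388252. Its expression rose from 3.28 ± 1.17 CPM (SD, n = 4) to 1981.1 ± 572 CPM (SD, n = 4), a log2 fold change of 9.23 (standard error 0.41, adjusted p = 8.94e-07 from edgeR's quasi-likelihood test). Havcr1 (ENSMUSG00000040405), which encodes KIM-1, lies on chromosome 11 from 46735080 to 46779578 and rose from 2.75 ± 1.99 CPM to 852 ± 192 CPM (SD, n = 4 each). Its log2 fold change was 8.27 (standard error 0.52, adjusted p = 3.38e-06 from the same edgeR test). Timp1 (ENSMUSG00000001131) lies on chromosome X from 20870166 to 20874735, where Syn1 overlaps it on the opposite strand, and the strand setting of the counting is not stated in the paper's text. It rose from 0.301 ± 0.278 CPM to 76.6 ± 29.2 CPM (SD, n = 4 each), a log2 fold change of 7.95 (standard error 0.52, adjusted p = 4.47e-06 from edgeR). Control 2 had 9 counts of Timp1 and the other 3 controls had 2 each.

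The other 3 genes had at most 2 counts in every control, so that only a lower bound of the fold change can be given, computed against 3 counts. Il1f6 (ENSMUSG00000026984, chromosome 2 from 24215418 to 24225702) reached 7.73 ± 3.38 CPM (SD, n = 4) after cisplatin, at least 29.1-fold higher than in controls. Il24 (ENSMUSG00000026420, chromosome 1 from 130882074 to 130887454) reached 6.44 ± 1.29 CPM (SD, n = 4), at least 24.2-fold higher. Saa1 (ENSMUSG00000074115, chromosome 7 from 46740497 to 46742980) belongs to a family of closely similar genes, between which the counting could have split reads. It reached 12.2 ± 10.2 CPM (SD, n = 4), at least 46.0-fold higher. This bound rests in large part on cisplatin 4, at 27.2 CPM of Saa1, against 4.78 to 9.36 CPM in the other cisplatin-treated kidneys. The adjusted p-values from edgeR were 0.000178 for Il1f6, 4.43e-05 for Il24 and 0.000144 for Saa1. The direction of all 6 genes was the same within each library set.

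**Figure D2:**
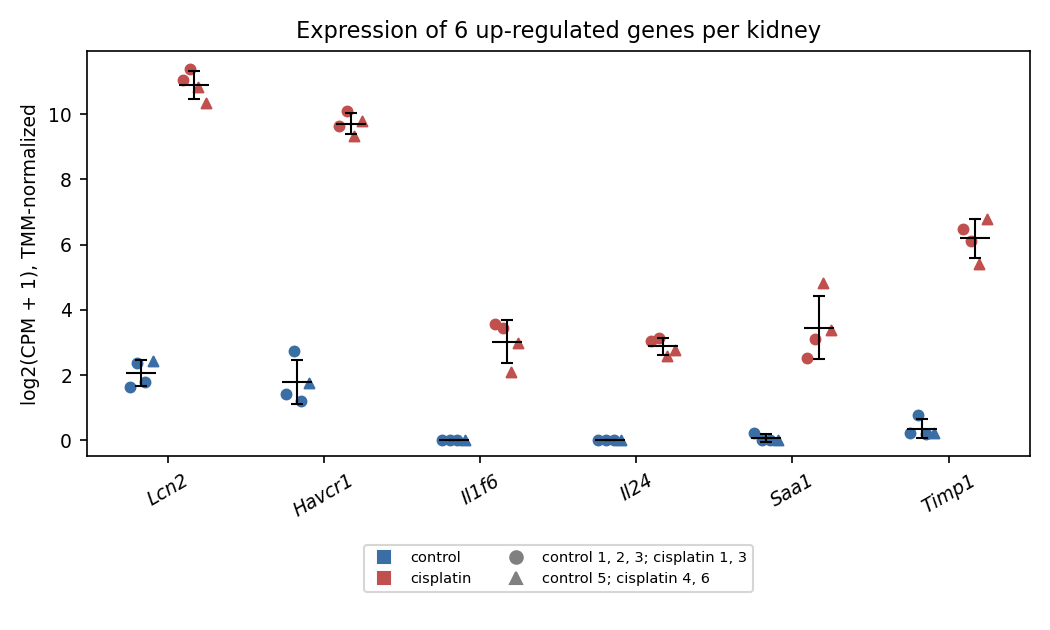
Expression of the 6 genes per kidney as log2(CPM + 1) on the y axis, with controls in blue, cisplatin-treated kidneys in red, and the 2 library sets as circles and triangles. Horizontal bars and error bars give the mean and SD of log2(CPM + 1) of the 4 kidneys of a group, and every cisplatin-treated kidney lies above every control of the same gene.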

All those genes are implicated in inflammatory signaling and immune cell recruitment (**Figure 1D**).

**Figure 1:**
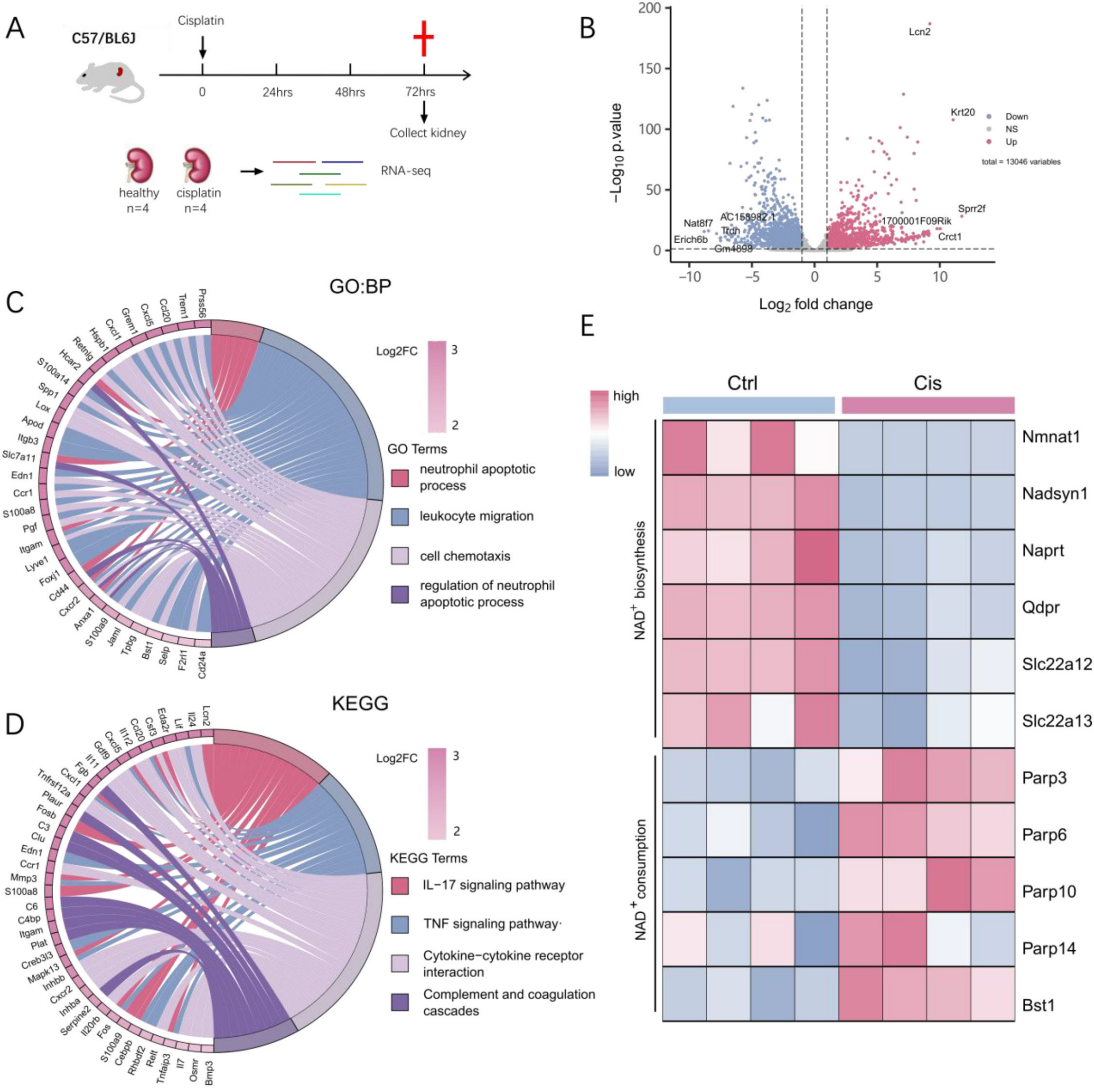
Transcriptomic analysis of CIS-AKI in mice. **(A)** Experimental timeline and workflow. Mice were randomized into two groups (n = 4 per group): the control group and the cisplatin group. Kidneys were harvested for RNA sequencing at 72 h post-injection. **(B)** Volcano plot showed DEGs between cisplatin-treated and control kidneys. X-axis: log_2_ (fold change); y-axis: –log_10_ (adjusted P-value). Significance thresholds: |log_2_ FC| ≥ 1 and adjusted P-value < 0.05. The top five up- and down-regulated genes are labeled. **(C)** GO chord plot showed the relationship between selected genes and their GO terms along with gene log_2_FC. The selected four GO terms were chosen from the top ten most significant terms for visualization. The left half displayed up-regulated DEGs, while the right half represents different GO terms in varied colors. Genes were linked to GO terms by colored bands. **(D)** KEGG chord plot showed the relationship between selected genes and their KEGG terms along with gene log_2_FC. The selected four KEGG terms were chosen from the top ten most significant terms for visualization. The left half displayed up-regulated DEGs, while the right half represented different KEGG terms in varied colors. Genes were linked to KEGG terms by colored bands. **(E)** Heatmap showing NAD^+^ synthesis and consumption-related genes across all samples. The color gradient represents the expression levels from low (blue) to high (red).

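Among genes with a mean of at least 1 CPM and no overlap between the groups, the highest log2 fold changes estimated by edgeR were those of Sprr2f, Krt20, Crct1, 1700001F09Rik and Krt12. Where a group is near 0 counts this estimate cannot be given as a measured fold, so the order of such genes among themselves and against genes such as Lcn2 is not determined. Krt20 (ENSMUSG00000035775, chromosome 11 of GRCm38 from 99428403 to 99438150) encodes a keratin. It rose from 0.560 ± 0.640 CPM to 1228.1 ± 289 CPM (SD, n = 4 each), a log2 fold change of 11.07 (standard error 0.65, adjusted p = 2.72e-06 from edgeR's quasi-likelihood test). Control 2 had 19 counts of Krt20 and the other controls had 2 to 4. The other 4 genes had at most 2 counts in every control. Against a level of 3 counts, the cisplatin-treated kidneys were at least 534-fold higher for Sprr2f, 59.6-fold higher for Crct1, 50.1-fold higher for 1700001F09Rik and 32.0-fold higher for Krt12. Sprr2f, 1700001F09Rik and Nat8f7 belong to families of similar genes that could share reads. The lowest estimates were those of Erich6b, Nat8f7, AC158982.1, Trdn and Gm33472, each with at most 1 count in every cisplatin-treated kidney. Controls were at least 21.03-fold higher for Erich6b, 44.1-fold higher for Nat8f7, 28.5-fold higher for AC158982.1, 14.3-fold higher for Trdn and 13.8-fold higher for Gm33472. Other annotated genes overlap Krt12, Erich6b, AC158982.1, Trdn and Gm33472, and the counting could have split reads between them. Gm4898, which Figure 1B labels, had 5, 13, 27 and 58 counts in the controls and 0 in the cisplatin-treated kidneys, and did not pass the expression filter. With no filter its log2 fold change was -7.88 (adjusted p = 4.16e-05 from edgeR).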

To better understand the biological significance of the up-regulated genes identified in our study, we employed Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) analyses. The results were visualized using chord plots to provide an intuitive representation of the enriched biological processes and pathways. 

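The paper's Supplementary Table 3 lists 32 genes under neutrophil apoptotic process, leukocyte migration and cell chemotaxis together. Of these, 31 passed the expression filter, and all 31 were up-regulated at the paper's thresholds in the test used here. Since these genes are the paper's own calls on the same libraries, the count shows no stability, and the enrichment itself was not computed. The lowest of their log2 fold changes was 2.07 and the median 3.51. Under neutrophil apoptotic process, the 6 listed genes ranged from 2.66 to 4.51. The median was 3.47 for the 25 genes tested under leukocyte migration and 3.51 for the 23 under cell chemotaxis. Cxcl1 (ENSMUSG00000029380, chromosome 5 of GRCm38 from 90891241 to 90893115) encodes a neutrophil chemoattractant and was singled out after its values were seen. It rose from 3.43 ± 3.58 CPM in controls to 91.5 ± 33.4 CPM after cisplatin (SD, n = 4 each), a log2 fold change of 4.73 (standard error 0.66, adjusted p = 0.000332 from edgeR's quasi-likelihood test), and no cisplatin-treated kidney overlapped a control. Control 2 had 109 counts of Cxcl1 and the other controls had 9 to 30. With each library left out in turn, the log2 fold change of Cxcl1 ranged from 4.38 to 5.76, the highest without control replicate 2. The gene left out by the filter, Selp, had a log2 fold change of 2.10 with no filter (adjusted p = 0.0119 from edgeR). When at least 10 counts were required in every library, 11 of the listed genes were called, since that filter removes genes that are near 0 in controls.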

GO enrichment of the up-regulated genes revealed significant enrichment of biological processes such as “neutrophil apoptotic process”, “leukocyte migration”, and “cell chemotaxis” (**Figure 1C**; **Supplementary Table 3**). 

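Under IL-17 signaling, TNF signaling and cytokine-cytokine receptor interaction, the paper's Supplementary Table 4 lists 32 different genes. All 32 were tested and called up-regulated here, and the lowest log2 fold change was 2.12. They are again the paper's own calls on these libraries. The 13 genes listed under IL-17 signaling had a median log2 fold change of 3.41, the 12 under TNF signaling 3.17 and the 20 under cytokine-cytokine receptor interaction 4.66. Lif (ENSMUSG00000034394, chromosome 11 of GRCm38 from 4257557 to 4272514), a cytokine gene listed under both TNF signaling and cytokine-cytokine receptor interaction, was singled out after its values were seen. Lif rose from 0.781 ± 0.157 CPM in controls to 135 ± 38.3 CPM (SD, n = 4 each). Its log2 fold change was 7.41 (standard error 0.30, adjusted p = 6.86e-07 from edgeR's quasi-likelihood test). With at least 10 counts required in every library, 13 of the listed genes were called.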

KEGG pathway analysis further mapped these genes to the IL-17 signaling, TNF signaling, and cytokine–cytokine receptor interaction (**Figure 1D**; **Supplementary Table 4**). Both the GO and KEGG chord plots visualized these relationships, highlighting a pronounced pro-inflammatory response. 

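Lists of genes of the IL-17 and TNF pathways and of p53 targets were written by hand before the data were examined, because the KEGG sets themselves were not used here. They were written after the paper's supplementary tables had been read. The IL-17 list holds all 13 genes that Supplementary Table 4 gives as up-regulated under that pathway, and the TNF list all 12. The p53 list holds 8 genes listed as up-regulated in Supplementary Tables 3 and 4. The tests of the full lists are therefore partly fixed by the paper's own calls on these libraries. Camera, a test of whether the genes of a list move more than the other genes, was applied in its two-sided form to log2 CPM with an inter-gene correlation of 0.01. In the rows that could be used, 25 of the 36 genes of the IL-17 list had values, 31 of the 57 of the TNF list and 16 of the 28 of the p53 list, so the tests say nothing about the rest, which include Tnf and Il6. The median log2 fold change was 2.25 for the IL-17 list, of which 24 genes were higher after cisplatin, 18 passed both thresholds as up-regulated and 1 as down-regulated. For the TNF list it was 1.35, with 28 genes higher, 19 up-regulated and 1 down-regulated. For the p53 list it was 2.42, with 14 genes higher, 13 up-regulated and 0 down-regulated. The down-regulated genes, named after their values were seen, were Mmp13 in the IL-17 list (log2 fold change -3.19) and Il15 in the TNF list (-1.59). The camera p-value, adjusted over the 3 lists, was 3.55e-07 for each. Without the genes of Supplementary Tables 3 and 4, an alternative chosen after the data were seen, 12, 19 and 8 genes were left for IL-17, TNF and p53. Their medians were 0.73, 0.74 and 1.16, with adjusted camera p-values of 0.0285, 0.0217 and 0.0217. Leaving out genes selected as up-regulated favours a lower result. With the inter-gene correlation also estimated from the data, the adjusted p of these shorter lists was 0.0605 for each, above the threshold. For the full lists, with the inter-gene correlation estimated from the data, the adjusted p-values rose to 0.00418, 0.00343 and 0.00418 for IL-17, TNF and p53. With the replicate number as a block, where same-numbered libraries deviated together with a mean r of 0.26, the medians were 2.23, 1.56 and 2.25, with adjusted camera p-values of 1.21e-05, 8.63e-06 and 1.27e-05. Within the first library set the medians were 2.24, 1.43 and 2.26. In both of these fits every cisplatin library lacks Y-linked counts and every control it is compared with has them. The fit with the block also leaves very little of each gene's own spread to test against. In fgsea, which like the paper's analysis ranks all genes, here by log2 fold change, the normalized enrichment scores were 2.12, 2.11 and 2.04 (adjusted p = 1.26e-05, 1.42e-05 and 6.61e-05). The paper's reported scores, for KEGG sets, are 2.16, 1.90 and 1.86.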

Gene Set Enrichment Analysis (GSEA) further confirmed activation of IL-17 and TNF signaling alongside p53-mediated stress response, indicating concurrent inflammatory and pro-apoptotic programs in cisplatin-injured kidneys (**Supplementary Figure S1**; **Supplementary Table 5**).

Because NAD^+^ availability is critical for kidney stress adaptation (11), we next analyzed the expression of genes regulating NAD^+^ biosynthesis and consumption. Compared with controls, kidneys from cisplatin-treated mice exhibited marked down-regulation of biosynthetic enzymes (*Nmnat1*, *Nadsyn1*, *Naprt*, *Qdpr*, *Slc22a12*, *Slc22a12*) and accompanying up-regulation of NAD^+^ consumers (*Parp3*, *Parp6*, *Parp10*, *Parp14*, *Bst1*) (**Figure 1E**). These reciprocal changes indicate a severe disruption of NAD^+^ homeostasis during CIS-AKI. 

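The paper groups 6 genes of Figure 1E under NAD+ biosynthesis, and all 6 were down-regulated at its thresholds. Of these, Nmnat1, Nadsyn1 and Naprt are in a list of 18 NAD+ biosynthesis genes written before the data were examined. Qdpr, Slc22a12 and Slc22a13 are not in that list. Qdpr (ENSMUSG00000015806, chromosome 5 of GRCm38 from 45434021 to 45450236) fell from 302 ± 52.9 CPM in controls to 59.4 ± 15.4 CPM after cisplatin (SD, n = 4 each), a log2 fold change of -2.35 (standard error 0.22, adjusted p = 3.40e-05 from edgeR's quasi-likelihood test). Nadsyn1 (ENSMUSG00000031090, chromosome 7 from 143795584 to 143822849), which encodes NAD synthetase, fell from 60.0 ± 9.24 to 19.7 ± 1.06 CPM (SD, n = 4 each). Its log2 fold change was -1.60 (standard error 0.16, adjusted p = 4.07e-05 from edgeR). Nmnat1 (ENSMUSG00000028992, chromosome 4 from 149467572 to 149485202) had a log2 fold change of -1.55 (standard error 0.29, adjusted p = 0.00165 from edgeR) and Naprt (ENSMUSG00000022574, chromosome 15 from 75890956 to 75894481) of -1.29 (standard error 0.23, adjusted p = 0.00149 from edgeR). The transporter genes Slc22a12 (ENSMUSG00000061742, chromosome 19 from 6535845 to 6543019) and Slc22a13 (ENSMUSG00000074028, chromosome 9 from 119192974 to 119209098) had log2 fold changes of -4.01 and -2.09 (adjusted p = 0.00115 and 0.00799 from edgeR). Slc22a12 was at 3588 CPM in control 5 and at 1609 to 1774 CPM in the other controls. Slc22a13 was the only one of the 6 whose groups overlapped, with 29.7 ± 17.2 CPM after cisplatin against 126 ± 66.5 CPM in controls (SD, n = 4 each). Tested against a log2 fold change of 1, 3 of the 6 genes passed, and with total library size alone 4 did. Other annotated genes overlap Naprt and Slc22a13 on the same strand, and Nmnat1, Qdpr and Slc22a12 on the opposite strand. All 6 genes were lower after cisplatin within each library set.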

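Of the 5 consumption genes, Bst1 and Parp10 passed both thresholds. Bst1 (ENSMUSG00000029082, chromosome 5 of GRCm38 from 43818885 to 43843986), whose product hydrolyses NAD+, rose from 14.6 ± 3.81 CPM in controls to 64.1 ± 21.4 CPM after cisplatin (SD, n = 4 each), a log2 fold change of 2.13 (standard error 0.28, adjusted p = 0.000249 from edgeR's quasi-likelihood test). Parp10 (ENSMUSG00000063268, chromosome 15 from 76231174 to 76243441, overlapped on the same strand by Plec) had a log2 fold change of 1.40 (standard error 0.24, adjusted p = 0.00100 from edgeR). Control 2 had 49.5 CPM of Parp10 and the other controls 74.3 to 75.3 CPM. The log2 fold change was 0.87 with the replicate number as a block and 0.99 within the first library set, both below the fold-change threshold, in fits where the treatment and the absence of Y-linked counts coincide. Parp3 (ENSMUSG00000023249, chromosome 9 from 106470322 to 106476949) and Parp6 (ENSMUSG00000025237, chromosome 9 from 59617284 to 59650285) rose by less, with log2 fold changes of 0.60 and 0.74. Their adjusted p-values from edgeR were 0.00442 and 0.00644, and in both genes every cisplatin-treated kidney lay above every control. Parp14 (ENSMUSG00000034422, chromosome 16 from 35832874 to 35871544) had 60.6 ± 25.3 CPM in controls and 98.6 ± 50.2 CPM after cisplatin (SD, n = 4 each), and its log2 fold change of 0.70 (standard error 0.42, adjusted p = 0.188 from edgeR) was not distinguishable from the spread between kidneys. With the library set as a covariate, chosen after the data were seen, the log2 fold change of Parp14 was 0.96 (adjusted p = 0.00114 from edgeR). With the replicate number as a block, set before the data were examined, the adjusted p of Parp14 from edgeR was 0.000332. The fit with the block cannot tell the treatment from the absence of Y-linked counts. Its p-values rest largely on a spread pooled over genes, so this one is weak evidence for a change of Parp14. Scaled by total library size alone, which shifted the median log2 fold change of all genes from 0.08 to 0.64, all 5 genes passed both thresholds. All 5 were higher after cisplatin within each library set. An annotated gene overlaps Parp14 on the same strand, and others overlap Parp3 and Bst1 on the opposite strand. Adjusted over the 11 genes of Figure 1E alone, the p-values of the other 10 genes were at most 0.00275 and that of Parp14 was 0.123, but the list is the paper's own selection from these libraries.

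From lower expression of biosynthesis genes and higher expression of consumption genes, the paper concludes that NAD+ homeostasis is disrupted in CIS-AKI. These values are RNA levels. The 5 consumption genes of Figure 1E are part of a wider list of 24, of which 15 had values. Of those 15, 8 were higher and 7 lower after cisplatin, with a median log2 fold change of 0.17. Bst1 and Parp10 were the 2 called up-regulated and Sirt3 the 1 called down-regulated. The wider list was not tested as a list.

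**Figure D3:**
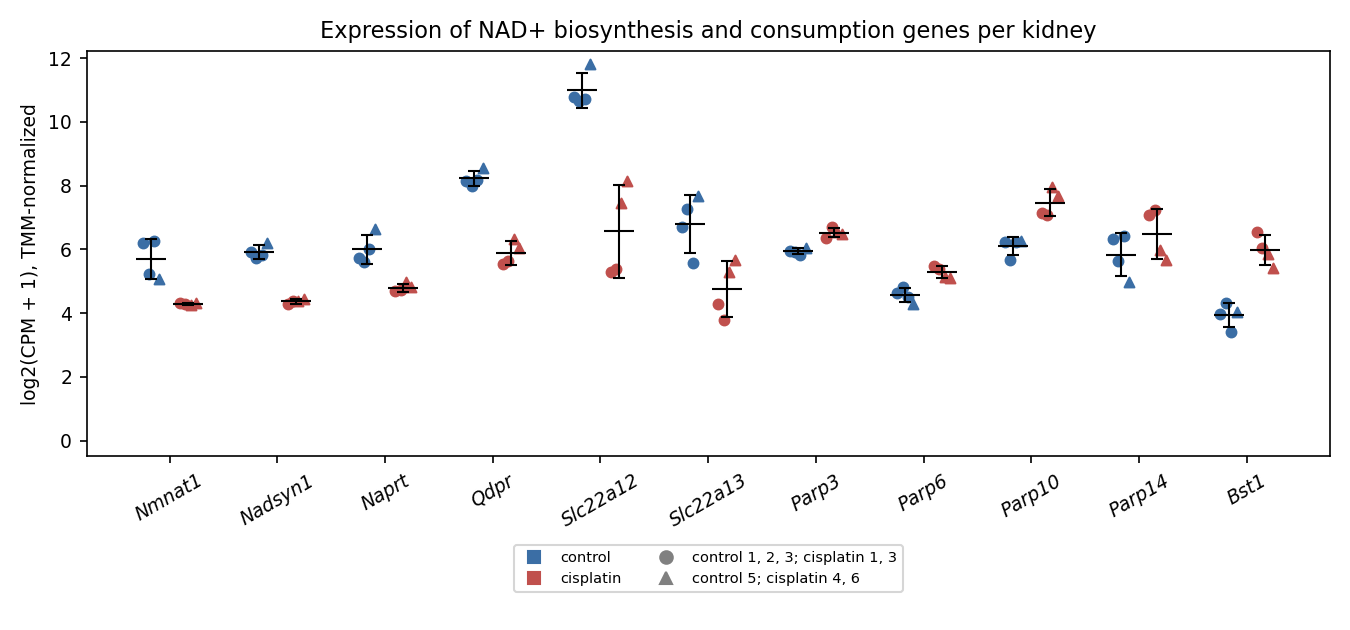
Expression of the 6 biosynthesis and 5 consumption genes per kidney as log2(CPM + 1) on the y axis, with controls in blue, cisplatin-treated kidneys in red, and the 2 library sets as circles and triangles. Horizontal bars and error bars give the mean and SD of log2(CPM + 1) of the 4 kidneys of a group, and the groups overlap for Slc22a13 and Parp14 and are separate for the other genes.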

Additionally, we validated the expression of the aforementioned genes involved in NAD^+^ biosynthesis and consumption pathways using quantitative real-time PCR (qPCR). The qPCR results corroborated the RNA-seq data, showing consistent up-regulation or down-regulation of these genes (**Supplementary Figure S2**).

### NMN preserves cisplatin-induced kidney function loss

To comprehensively evaluate the renoprotective efficacy of NMN against CIS-AKI, mice were subjected to a preventive schedule (**Figure 2A**). Functional assessment revealed that NMN significantly attenuated cisplatin-induced plasma creatinine and BUN increase in a dose-dependent manner, indicating NMN improved glomerular filtration capacity and overall kidney performance (**Figures 2B, C**). Histopathological examination of H&E demonstrated that cisplatin-induced extensive proximal tubular dilation, marked loss of brush border integrity, intraluminal cast formation, and focal tubular necrosis (**Figure 2D**). And these structural abnormalities were strikingly ameliorated by NMN pretreatment, with the high dose exerting the most pronounced protection, as evidenced by a significant reduction in tubular injury scores (**Figure 2D**).

**Figure 2:**
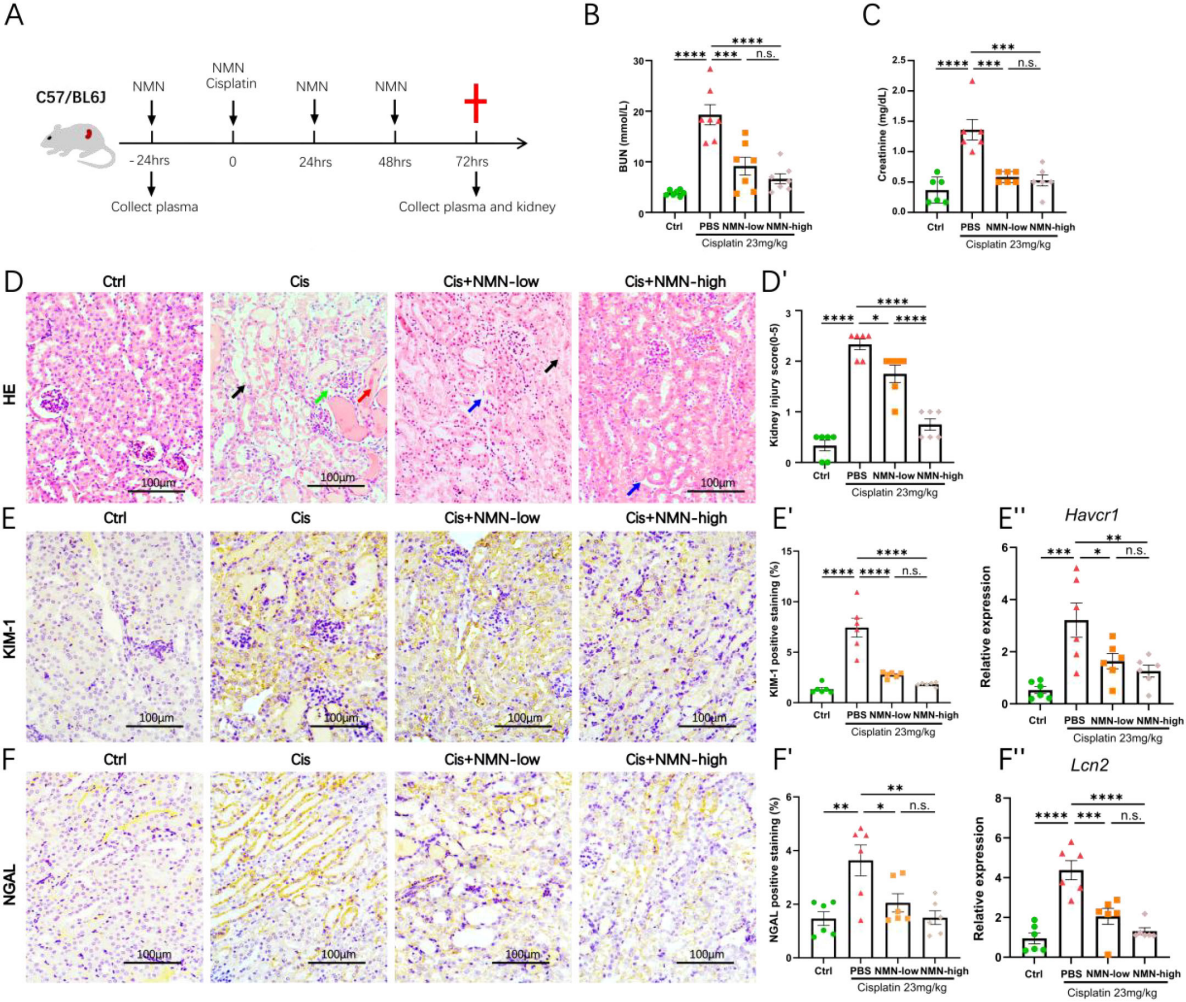
NMN attenuates cisplatin-induced kidney injury. Mice were randomly divided into four groups (n=6 per group; plasma blood urea nitrogen (BUN) n=7): the control group, the cisplatin group, the cisplatin with 500 mg/kg NMN group (labeled as NMN-low in the figure), and the cisplatin with 1000 mg/kg NMN group (labeled as NMN-high in the figure). **(A)** Experiment scheme. **(B, C)** Quantification of plasma BUN and creatinine levels in four groups of mice. **(D)** Representative image of HE stained mouse kidney from four groups. The arrows in the images specifically point to areas of pathological damage: black to signs of tubular necrosis, red to the presence of tubular casts, blue to loss of the brush border, and green to dilation of the proximal tubules. **(D’)** Quantification of kidney injury scores. **(E)** Representative images of KIM-1-stained mouse kidney. **(E’)** Quantification of KIM-1-positive staining area. **(E’’)** qPCR analysis of *Havcr1* mRNA levels. **(F)** Representative images of NGAL-stained mouse kidney. **F’.** Quantification of NGAL-positive staining area. **(F’’)** qPCR analysis of *Lcn2* mRNA levels. Quantification of positive staining area is expressed as percentage of total field (positive area/total area × 100%) measured by ImageJ with color-threshold segmentation. qPCR data are normalized to *18s* and shown as fold-change versus control. Data were presented as mean ± SEM. Statistical significance was determined using one-way ANOVA followed by Tukey’s *post hoc* test. *p < 0.05, **p < 0.01, ***p < 0.001, and ****p < 0.0001 indicate significant differences between groups. Scale bars as 100 µm.

Immunohistochemical staining showed that cisplatin triggered robust cortical expression of neutrophil gelatinase-associated lipocalin (NGAL, encoded by the *Lcn2* gene) and kidney injury molecule-1 (KIM-1, encoded by the *Havcr1* gene), predominantly in the dilated proximal tubules (**Figures 2E, F**). NMN pretreatment dose-dependently reduced both signals, with the high-dose group approaching baseline levels, corroborating the histological protection observed in **Figure 2D**.

Consistently, cortical qPCR revealed the same trend: cisplatin-induced up-regulation of *Lcn2* and *Havcr1* mRNA was dose-dependently reversed by NMN (**Figures 2E’’, F’’**).

Together, these data demonstrate that prophylactic NMN preserves kidney function and limits tubular injury in CIS-AKI.

### NMN suppresses cisplatin-induced inflammatory response

Inflammatory cell infiltration, particularly neutrophil recruitment, is not only a marker but also a driver of tissue damage, amplifying oxidative stress and tubular injury (12). To assess the inflammatory response in CIS-AKI, we employed immunohistochemistry with anti-Ly6G antibody to label neutrophil infiltration. Cisplatin-treated kidneys exhibited prominent accumulation of Ly6G-positive neutrophils in both cortical and medullary regions, whereas 1000 mg/kg NMN treatment markedly reduced neutrophil infiltration (**Figure 3A**). Consistently, F4/80 immunostaining revealed a robust accumulation of macrophages in the corticomedullary junction and peritubular areas of cisplatin-injured kidneys, which was likewise attenuated by NMN (**Figure 3B**). Additionally, qPCR analysis demonstrated that NMN effectively attenuated pro-inflammatory cytokine gene expression, indicating NMN has potent anti-inflammatory activity (**Figures 3C, D**). Thus, these results indicated that NMN reduced kidney inflammation in CIS-AKI by limiting neutrophil infiltration, macrophage recruitment, and pro-inflammatory cytokine expression.

**Figure 3:**
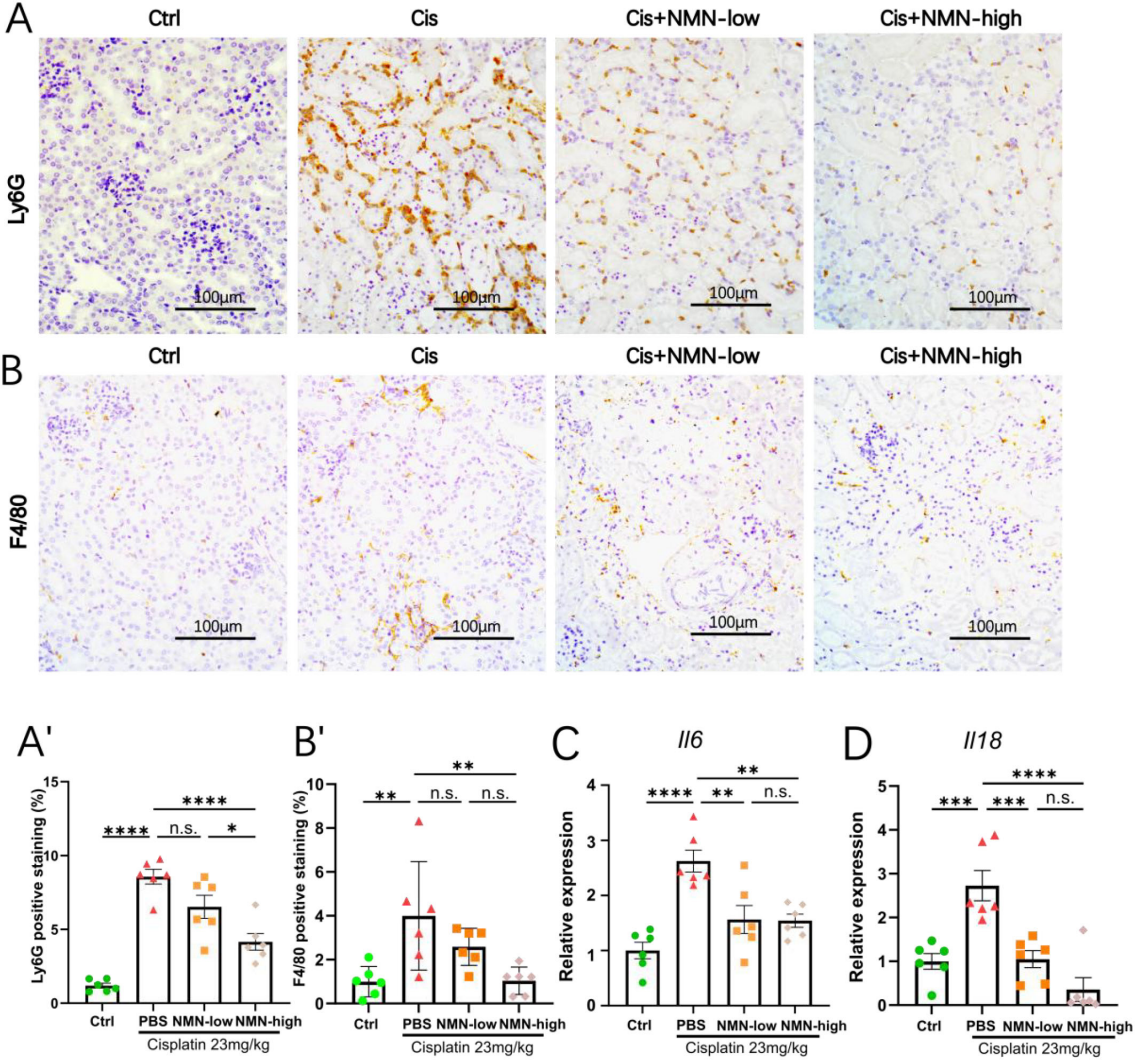
NMN suppresses cisplatin-induced renal inflammation. **(A)** Representative images of Ly6G-stained kidney tissues. **(A’)** Quantification of Ly6G-positive staining area. **(B)** Representative images of F4/80-stained kidney tissues. **(B’)** Quantification of F4/80-positive staining area. **(C, D)** qPCR analysis of *Il6* and *Il18* mRNA levels. Quantification of positive staining area is expressed as percentage of total field (positive area/total area ×100%) measured by ImageJ with color-threshold segmentation. qPCR data are normalized to *18s* and shown as fold-change versus control. Data are mean ± SEM; statistical significance was determined using one-way ANOVA followed by Tukey’s *post hoc* test. *p < 0.05, **p < 0.01, ***p < 0.001, and ****p < 0.0001 indicate significant differences between groups.

### NMN restores NAD^+^ balance and upregulates SIRT1 expression in cisplatin-kidney

Our bulk RNA-seq analysis found that cisplatin-induced severe disruption of NAD^+^ homeostasis in the mouse kidney; therefore, we hypothesized that replenishing the NAD^+^ pool with its precursor NMN could restore kidney metabolic homeostasis and protect from CIS-AKI. SIRT1 is an NAD^+^-dependent deacetylase that governs oxidative stress, inflammation and cell survival, all of which drive cisplatin nephrotoxicity. Prior work showed SIRT1 activity declines in injured kidneys and that its pharmacological activation is protective (8). We therefore asked whether NMN restores NAD^+^ availability and subsequently enhances *Sirt1* expression in cisplatin-treated kidneys.

Firstly, kidney NAD^+^/NADH ratios were analyzed. NMN administration elevated NAD^+^/NADH ratio in a dose-dependent manner, indicating NMN effectively restored kidney NAD^+^ levels (**Figure 4A**). Furthermore, we observed SIRT1 protein signals in tubular epithelial cells, displaying faint, diffuse cytoplasmic and nuclear signals in the control group. And cisplatin did not increase SIRT1 levels in the kidney. Maintaining similar faint, diffuse staining patterns. Interestingly, NMN treatment markedly intensified SIRT1 levels, with pronounced nuclear localization evident as strong brown granules, suggesting enhanced enzymatic activation (**Figure 4B**). qPCR further confirmed that *Sirt1* mRNA levels rose in parallel with increasing NMN dose. (**Figure 4C**).

**Figure 4:**
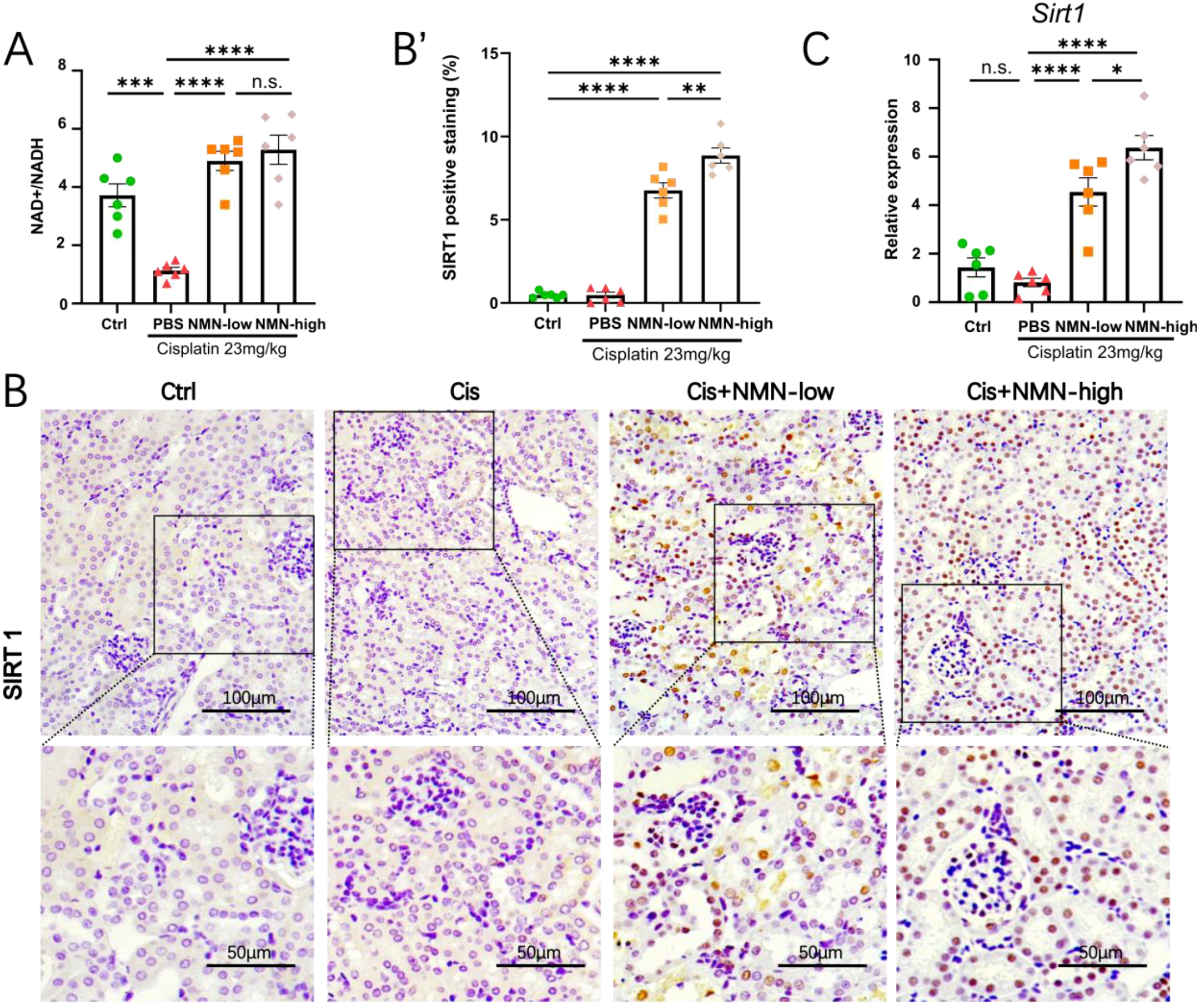
NMN restored NAD^+^ balance and upregulated SIRT1 expression in kidney tissue. **(A)** Measurement of the NAD^+^/NADH ratio. **(B)** Representative images of SIRT1-stained kidney tissues; lower panels show magnified views (scale bar = 50 µm). **(B’)** Quantification of SIRT1-positive staining area. **(C)** qPCR analysis of *Sirt1* mRNA levels. Quantification of positive staining area is expressed as percentage of total field (positive area/total area × 100%) measured by ImageJ with color-threshold segmentation. qPCR data are normalized to *18s* and shown as fold-change versus control. Data are mean ± SEM; statistical significance was determined using one-way ANOVA followed by Tukey’s *post hoc* test. *p < 0.05, **p < 0.01, ***p < 0.001 and ****p < 0.0001 indicate significant differences compared to the control group. Scale bars as100 µm.

Collectively, these findings indicated that NMN rapidly rebuilds kidney NAD^+^ reserves and concomitantly up-regulates SIRT1 expression, thereby activating the NAD^+^–SIRT1 axis. This metabolic–epigenetic crosstalk mediates the renoprotective effects of NMN against cisplatin-induced nephrotoxicity.

### NMN protects against cisplatin-induced tubular epithelial cell injury

To corroborate our *in vivo* findings, we established an *in vitro* model of cisplatin nephrotoxicity using the human proximal tubular epithelial cell line HK-2. Cells were pre-treated with vehicle or 5 mM NMN for 2 h and then challenged with 100 µM cisplatin for 24 h (concentrations selected from lactate dehydrogenase-release dose–response screening [LDH] as optimal) (**Figures 5A, B**). In parallel, 100 µg/mL LPS (24 h) was employed as a positive control for oxidative stress and produced a robust intracellular ROS burst. Cisplatin evoked a comparable rise in DCFH-DA fluorescence, whereas NMN pre-treatment diminished ROS generation (**Figure 5C**), demonstrating effective cytoprotection and antioxidant activity.

**Figure 5:**
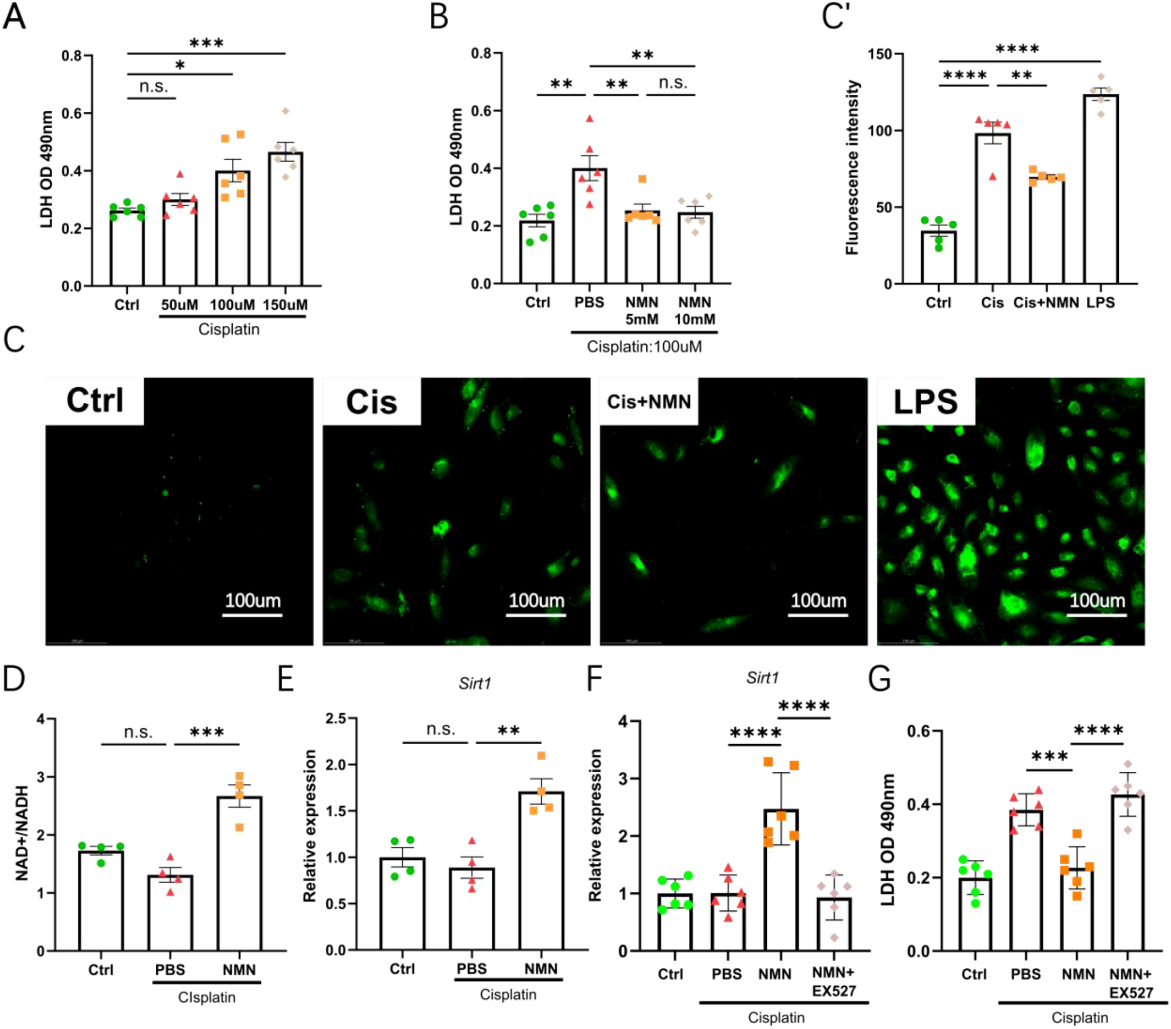
NMN protects HK-2 cells against cisplatin-induced injury in a SIRT1-dependent manner. **(A, B)** Lactate dehydrogenase (LDH)-release assays screening optimal doses of cisplatin **(A)** and NMN **(B)** in HK-2 cells (24 h). **(C)** Representative ROS fluorescence images. **(C’)** Quantification of ROS intensity. **(D)** NAD^+^/NADH ratio. **(E)** qPCR analysis of *Sirt1* gene expression. **(F)** qPCR analysis of *Sirt1* mRNA levels in the four experimental groups (Control, Cis, Cis+NMN, Cis+NMN+EX-527). **(G)** LDH release in the four experimental groups. qPCR data are normalized to *β-actin* and shown as fold-change versus control. Data are mean ± SEM; statistical significance was determined using one-way ANOVA followed by Tukey’s *post hoc* test. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001 indicate significant differences between groups. Scale bar is 100 µm.

We next examined the intracellular NAD^+^/NADH ratio and *Sirt1* expression. Unexpectedly, cisplatin alone did not significantly alter the NAD^+^/NADH ratio or *Sirt1* mRNA levels in HK-2 cells (**Figures 5D, E**), a finding that contrasts with the clear NAD^+^ depletion observed *in vivo* (**Figure 4**). This discrepancy likely reflects the shorter insult duration, the absence of systemic inflammatory cues. Nevertheless, supplementation with 5 mM NMN elevated the intracellular NAD^+^/NADH ratio and increased *Sirt1* transcript abundance (**Figures 5D, E**), indicating that exogenous NMN is sufficient to activate the NAD^+^/SIRT1 axis even under mild baseline injury.

To determine whether the cytoprotective actions of NMN require SIRT1 activity, we co-incubated cells with the selective SIRT1 inhibitor EX-527 (10 µM) applied simultaneously with NMN. EX-527 completely abolished the NMN-induced increase in *Sirt1* mRNA (**Figure 5F**). This observed reduction in *Sirt1* mRNA following pharmacological inhibition aligns with the broader principle that the activity state of the SIRT1 pathway is intrinsically linked to the transcriptional regulation of its components, as similarly demonstrated by interventions targeting this pathway in other models (13). Consequently, the ability of NMN to reduce cisplatin-stimulated LDH release was fully reversed (**Figure 5G**), establishing that the renoprotective effect of NMN is SIRT1-dependent.

Collectively, these data show that NMN protects tubular epithelial cells against cisplatin-induced injury by restoring NAD^+^ homeostasis, suppressing oxidative stress, and up-regulating the NAD^+^/SIRT1 pathway (**Figure 5F**).

## Discussion

We hypothesized that NAD^+^ precursor, NMN, protects against CIS-AKI by restoring NAD^+^ homeostasis and enhancing SIRT1 expression. Our findings suggested that the NAD^+^–SIRT1 axis plays a central role in the CIS-AKI, implying NMN as a promising renoprotective agent.

As an NAD^+^-dependent deacetylase, SIRT1 orchestrates cellular stress responses by deacetylating key transcriptional regulators, including PGC-1α, FOXO3a, NF-κB, and Nrf2, thereby modulating mitochondrial biogenesis, redox homeostasis, apoptotic signaling, and inflammatory cascades (14). In the present study, NMN-mediated up-regulation of SIRT1 was closely associated with attenuated tubular injury, decreased expression of pro-inflammatory cytokines (IL-6, IL-18), reduced neutrophil infiltration, and diminished oxidative stress, implying that restoration of SIRT1 activity is a critical mechanism underlying the renoprotective effects of NMN in CIS-AKI.

Moreover, NMN not only increased SIRT1 abundance but also altered its subcellular distribution: immunohistochemical analysis revealed that NMN treatment shifted SIRT1 from a diffuse and weak cytoplasmic/nuclear pattern observed in control kidneys to a pronounced nuclear accumulation, indicating enhanced enzymatic activation. This dynamic redistribution is consistent with previous reports demonstrating stress-induced nuclear translocation of SIRT1 during metabolic or oxidative challenges (15), further corroborating that NAD^+^ repletion augments SIRT1 functionality through both quantitative and spatial regulation.

While several studies have explored the protective role of other NAD^+^ precursors such as nicotinamide riboside (NR) and nicotinamide (NAM), the application of NMN in CIS-AKI has not been extensively investigated. Yan Jia et al. (2022) reported that NMN reduces kidney ischemia–reperfusion injury (IRI) through NAD^+^ replenishment and mitochondrial protection, supporting the therapeutic potential of NMN in other AKI models (16). Our studies provided further insight by revealing that the renoprotective effects of NMN are associated with SIRT1 activation and reduced inflammatory response in a CIS-AKI model.

Of note, NMN was administered prophylactically in this study. Although this approach was useful for establishing mechanistic insights, it may not fully reflect clinical practice, where treatment typically begins after injury. Therefore, future studies should evaluate the efficacy of delayed NMN intervention and assess its potential to mitigate long-term consequences such as fibrosis and chronic kidney disease (CKD) (17). Another limitation is that definitive evidence for SIRT1-dependency was obtained only at the cellular level. Although the correlation is strong, definitive causality requires further studies using SIRT1 inhibitors (such as EX-527 (18)) or renal-specific knockout models in mice. Nevertheless, the consistency between transcriptomic data, biochemical assays, and *in vitro* observations strengthens our conclusion that NAD^+^ repletion and SIRT1 activation are central to NMN’s protective mechanism (19). Importantly, NMN co-treatment did not impair cisplatin-mediated tumor suppression (20), supporting its safe adjunct use.

In summary, our findings revealed that NAD^+^ depletion and inflammatory activation are prominent features of CIS-AKI. NMN treatment restored NAD^+^ balance, enhanced SIRT1 expression, and alleviated kidney injury. These results provide a strong rationale for further development of NAD^+^-based interventions for AKI (**Figure 6**).

**Figure 6:**
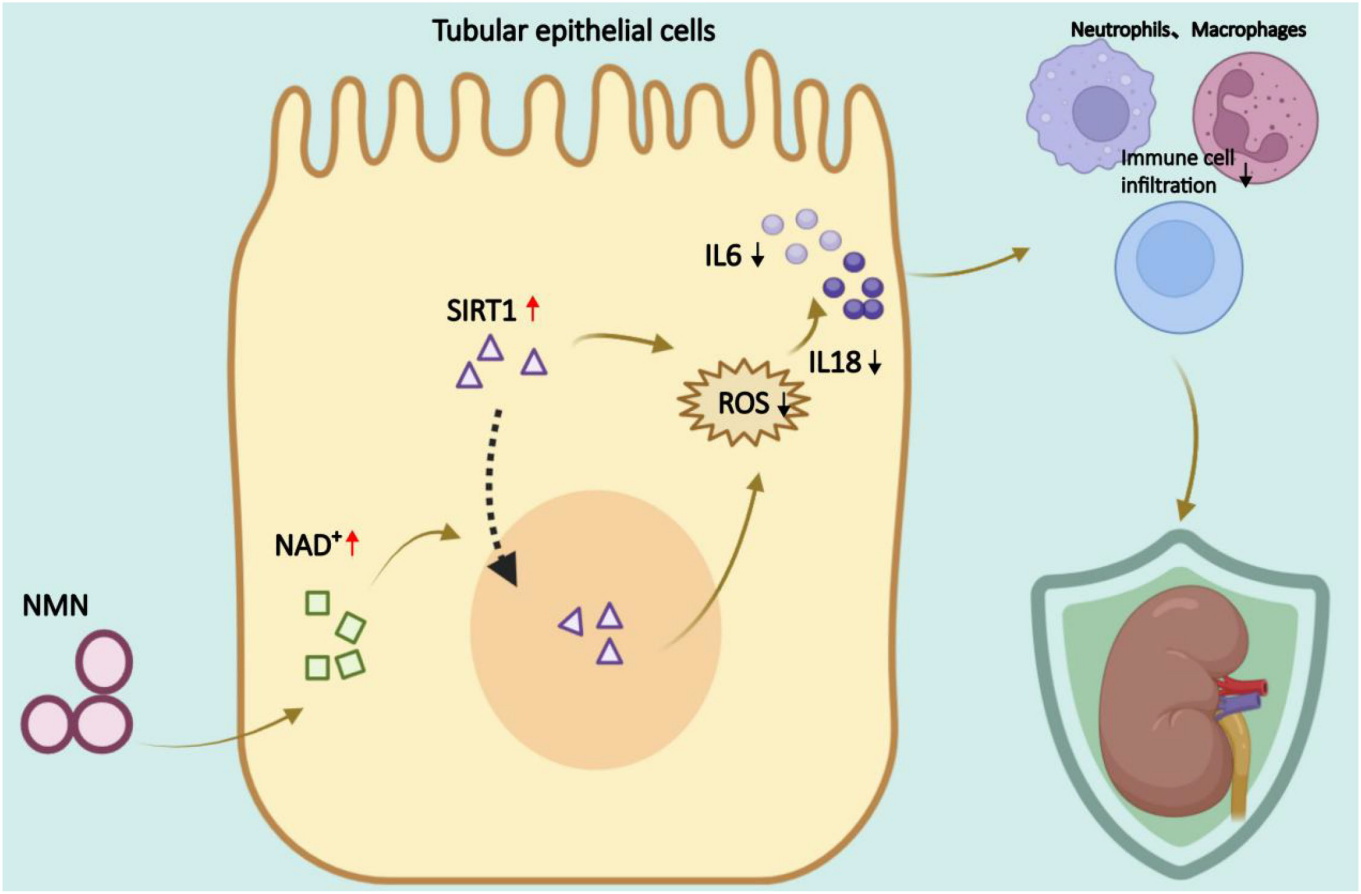
Schematic diagram of NMN-mediated kidney protection in CIS-AKI. NMN restores NAD^+^ levels and subsequently activates SIRT1, thereby diminishing oxidative stress and downstream pro-inflammatory cytokine expression, leading to a marked reduction in immune cell infiltration and overall kidney protection.

## Data Availability

The original contributions presented in the study are publicly available. This data can be found here: NCBI GEO (accession number GSE306603).

# Supplementary material for: NMN protects cisplatin-associated AKI via NAD+/SIRT1 pathway
**Source:** Front Immunol. 2026 Feb 4;17:1721884. doi: 10.3389/fimmu.2026.1721884
**Supplement:** Supplementary file 6

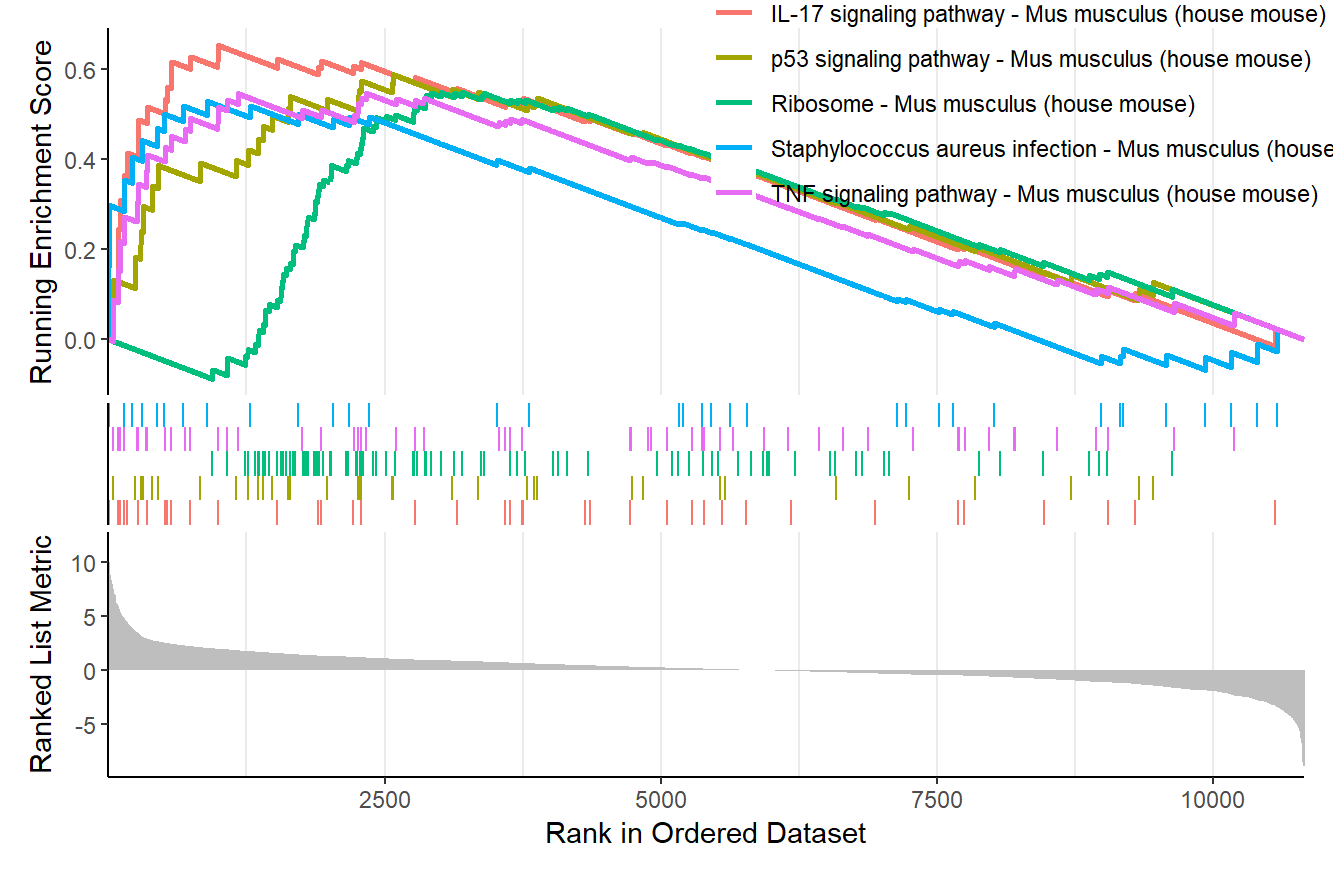

**Figure S1. Gene set enrichment analysis.** GSEA of KEGG gene sets ranked by signal-to-noise metric between cisplatin-treated and control groups. The top five pathways by |NES| are shown. All shown pathways are significant at FDR q < 0.05; exact NES and q values are provided in Table S3.

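Gene set enrichment analysis orders all genes by one measure of change and asks whether the genes of a set gather at one end of that order. The enrichment score is the largest departure of a running sum along the order, and the normalized enrichment score (NES) divides it by the mean score of random sets of the same size. For a set with a positive score, the leading-edge genes are those that come before that largest departure. In the paper's Supplementary Table 5 the IL-17 set holds 43 genes, the TNF set 57 and the p53 set 35. In the hand-written lists that were tested here in their place, 25, 31 and 16 genes had values, of which 13, 12 and 8 are genes listed in Supplementary Tables 3 and 4.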

# Supplementary material for: NMN protects cisplatin-associated AKI via NAD+/SIRT1 pathway
**Source:** Front Immunol. 2026 Feb 4;17:1721884. doi: 10.3389/fimmu.2026.1721884
**Supplement:** Supplementary file 7

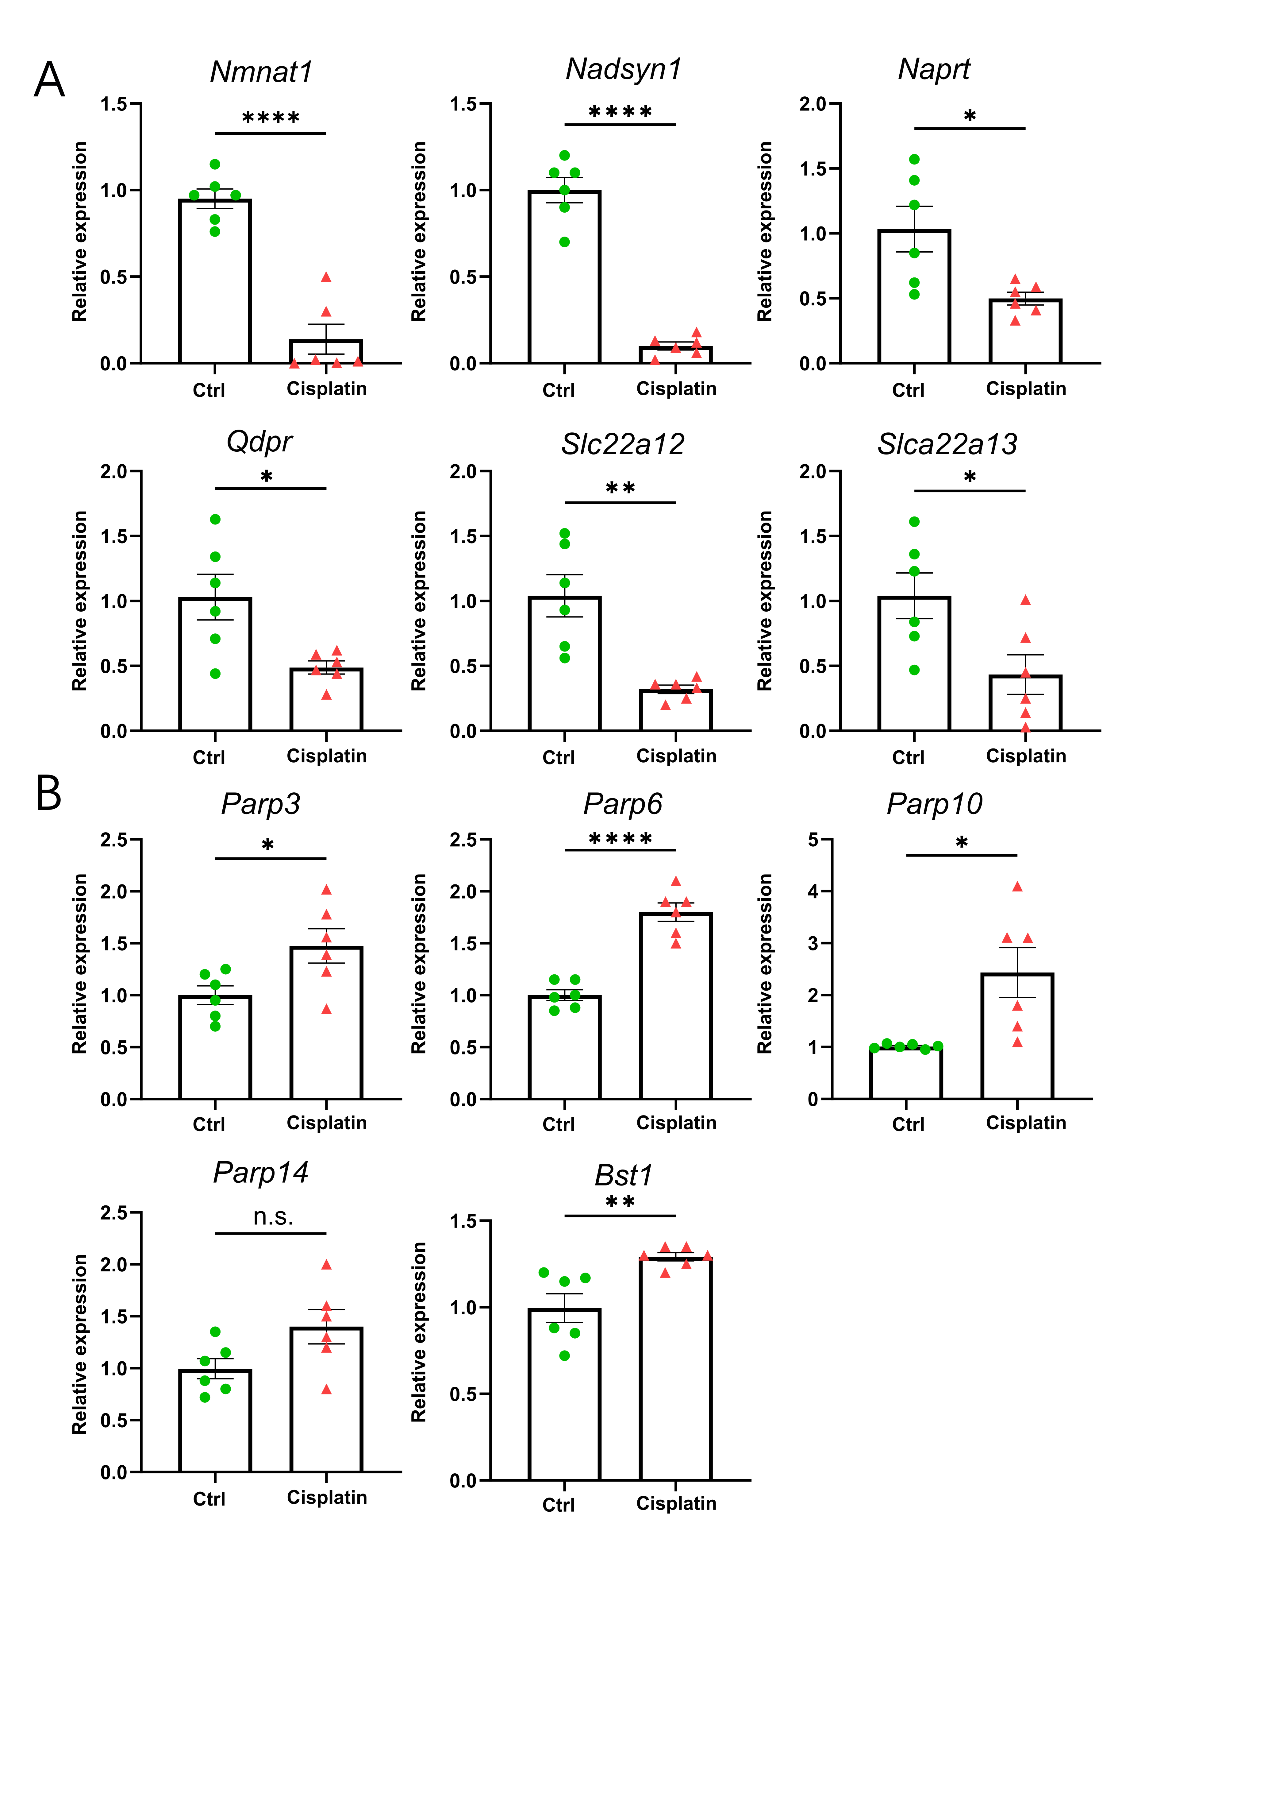

**Figure S2. NAD^+^ related gene expression in control and cisplatin groups.** qPCR analysis of mRNA expression levels for **A.** NAD⁺ synthesis-related genes and **B.** NAD⁺ consumption-related genes in kidney tissue. Gene expression was normalized to the housekeeping gene *18s*. Data were presented as mean ± SEM. Statistical significance was determined using one-way ANOVA followed by Tukey's post hoc test. *p < 0.05, **p < 0.01, ***p < 0.001, and ****p < 0.0001 indicate significant differences between groups.

How the deposited data were processed for this re-analysis (not part of the article)

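Bulk RNA-seq of kidneys from 4 control and 4 cisplatin-treated mice was analysed. The paper gives a dose of 23 mg/kg and a time of 72 h after injection. The paper's methods name a GEXSCOPE library kit, whereas the labels of the libraries describe a stranded kit of another maker, and which was used is left open here. The authors aligned the reads to GRCm38 with HISAT2 and deposited raw counts per gene, one column per library; the counting tool, the annotation release and the strand setting are not named in the paper's text. The gene length given in the table is the authors' own annotation and was used only in a check of length bias. Of the table's gene identifiers, 53620 were found in GENCODE M21, and 52055 of them had the same start, end and strand there, so coordinates are those of GRCm38.

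The deposited table names 8 libraries. A row was used when it held 8 values, which was so for 35880 of 53715 rows. The other 17835 rows held 10 values, 2 more than the header names, and the values in them could not be assigned to libraries, so they were left out. The 2 unnamed extra columns of values were used in no step. The total counts given here therefore cover part of each library. They ranged from 10953338 to 16701599, and 3 counts, the smallest level taken as measurable, corresponded to 0.180 to 0.274 CPM by these totals. Reads were counted without molecular identifiers as far as the paper's text states, so this floor covers counting error only.

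Each library's condition and replicate number came from its label and the paper's Figure 1A. Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by the default expression filter, normalized by TMM and tested by the quasi-likelihood test with Benjamini-Hochberg adjustment. Genes were called at an adjusted p under 0.05 and an absolute log2 fold change of at least 1. The standard error of a log2 fold change was its absolute value divided by the square root of the F statistic. Gene lists written by hand before the data were examined, but after the paper's supplementary tables had been read, were tested with camera in limma 3.58.1 with an inter-gene correlation of 0.01, adjusted over 3 lists. CPM values are TMM-normalized, except for the range of 0.180 to 0.274 and for the Y-linked genes in the closing section, which are scaled by the library's total count alone. Where every library of a group had at most 3 counts, a fold change is given as a lower bound against 3 counts, at the highest TMM-normalized CPM that 3 counts had in that group, 0.266 in the controls and 0.238 in the cisplatin-treated kidneys.

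The genes named are those the paper names for this experiment, the 5 genes per direction with the largest log2 fold change estimated by edgeR among called genes with a mean of at least 1 CPM and no overlap between the groups, and members of the hand-written lists. Cxcl1, Lif, Selp, Mmp13, Il15, Malat1 and the ribosomal protein genes were singled out after their values were seen. The replicate numbers 1 and 3 occur in both groups in the labels, and the fit with the replicate number as a block uses them as pairs. The other 4 libraries add nothing to the fold changes of that fit, which compares 2 libraries with 2, all of the first library set, and is not independent of the fit of that set. Those 4 libraries add nothing to its estimate of spread either, so its p-values rest largely on a spread pooled over genes. Both cisplatin libraries of these fits lack Y-linked counts and their controls have them. The paper describes no pairing, and the kidneys are from different mice.

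The procedure was tested on simulated counts with the means, dispersions and library sizes of the real libraries. In the edgeR step, 9004 genes passed the filter, 197 of them with a simulated log2 change of 2 in either direction. Of these, 75.6% were called in the right direction, along with 3 unchanged genes. In the DESeq2 step, 9141 genes were tested, 200 of them changed, and 89.0% of the changed genes were called in the right direction, along with 24 unchanged genes. Far fewer genes changed in the simulation than were called in the real libraries, equally many in each direction, and no library sets were simulated. These results therefore do not show how the procedure behaves under the real normalization shift or the library sets.

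The alternatives set before the data were examined were DESeq2 1.42.0 on the same genes and with no filter, other normalizations in edgeR (DESeq2's size factors, upper quartile, total library size), no filter, at least 10 counts in every library, a test against a log2 fold change of 1, removal of the 10 most abundant and the mitochondrially encoded genes, the replicate block, each library left out in turn, adjustment over the 11 genes of Figure 1E alone, camera with an estimated correlation, and fgsea 1.28.0. A DESeq2 fit of genes with a total of at least 2 counts, a fit with the library set as a covariate and a fit of the first library set alone were chosen after seeing the data, as were the list tests without genes that the paper lists as up-regulated, with the preset and with the estimated correlation. The first of these used DESeq2's independent filtering at its default level of 0.1, and at 0.05 the number of genes past the adjusted p was the same, 4774. GO and KEGG enrichment was not computed, since the sets were not used here. The qPCR, histology, NAD+ and cell culture experiments and the NMN groups were not analysed here.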

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

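In the groups of 4 libraries, a value was singled out when its gap to the nearest other library divided by the group's whole range was above Dixon's critical value for 4 samples. Of 76 groups tested over library measures and named genes, 11 met this, where about 3.8 are expected by chance, since the rule marks about 1 in 20 groups. The tests weighed here were chosen after the results were seen. The design gives no condition that differs between libraries of one group, and apart from Y-linked counts no biological explanation was tested for such differences.

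Control 5 stood apart from the other controls in 4 measures. Its 10 most abundant genes took 20.98% of the counts, against 24.19% to 24.61% in the other controls. The median of 59 ribosomal protein genes was 369.24 CPM, against 155 to 171 CPM. Slc22a12 was at 3588.1 CPM, against 1609 to 1774 CPM, and Il18 at 2.20 CPM, against 3.03 to 3.11 CPM. Without control replicate 5, their log2 fold changes were -3.67 and -0.82 instead of -4.01 and -0.70. With each library left out in turn, they ranged from -4.68 to -3.67 for Slc22a12 and from -0.9999 to -0.58 for Il18. The deviations of control 5 from its group mean correlated with those of cisplatin 4 and 6 from theirs (r = 0.50 across genes, which are not independent replicates). With all libraries thinned to the same depth, r was 0.49, and without the most abundant and mitochondrially encoded genes it was 0.50, so neither depth nor a few abundant genes accounts for it. The lowest Eif2s3y level of control 1, 2 and 3 was 39.96 CPM, so the absence of Y-linked counts, seen only in cisplatin 1 and 3, does not separate control 5 from the other controls. Across genes, the shared deviation had a rank correlation of -0.40 with gene length and of 0.40 with transcript GC content. A candidate explanation is therefore a difference in RNA or library preparation that favours short, GC-rich transcripts in this library set. The labels give no batch with which to test it, and rank correlations across genes do not exclude that different kinds of transcript also differ in length.

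Parp10 was at 49.5 CPM in control 2, against 74.3 to 75.3 CPM in the other controls. Without control replicate 2, its log2 fold change was 1.26 instead of 1.40, still past both thresholds. Krt20 was at 1.52 CPM in control 2, from 19 counts, against 0.157 to 0.303 CPM in the other controls, and Timp1 at 0.718 CPM in control 2, from 9 counts, against 0.152 to 0.177 CPM. Without control replicate 2, the log2 fold change of Krt20 was 12.25 instead of 11.07 and that of Timp1 8.81 instead of 7.95, larger moves than that of Parp10. Lcn2 and Havcr1 were not singled out in that library. Without it, the log2 fold change of Havcr1 was still 8.89 instead of 8.27, also a larger move than that of Parp10. That of Lcn2 was 9.36 instead of 9.23.

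The remaining values rest on 1 or 2 counts in one library and 0 in the others of the group. They are Saa1 at 0.177 CPM in control 1, Sprr2f at 0.160 CPM in control 2, Trdn at 0.0550 CPM in cisplatin 3 and Gm33472 at 0.0455 CPM in cisplatin 1. All 4 lie under the floor of 3 counts and cannot be told apart from counting noise.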

How the results depend on the processing

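The counts of genes, the list tests and the log2 fold changes of 34 genes were recomputed under 26 alternatives, 21 of them set before the data were examined and 5 chosen afterwards, except where an alternative cannot give a value. Testing against a log2 fold change of 1 does not apply to the list tests, and genes near 0 in one group have no value when at least 10 counts are required in every library. The direction of these 34 genes and of the 3 lists was the same under every alternative that gave a value.

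The counts of up-regulated and down-regulated genes, 1754 and 1434, changed by more than 1.5 times under 3 alternatives. Scaling by total library size alone gave 3174 and 803, which moves the share of up-regulated genes among the calls from 55.0% to 79.8%. It shifted the median log2 fold change of all tested genes from 0.08 to 0.64, and the gain in up-regulated genes is measured against that shift. Testing against a log2 fold change of 1 gave 885 and 803. With at least 10 counts in every library, 1101 genes were up-regulated, while the 1064 down-regulated genes stayed within 1.5 times. The same filter lowered the listed GO genes called from 31 to 11 and the listed KEGG genes from 32 to 13, and the cause is the filter itself, which removes genes with few counts in controls. With each library left out in turn, between 1559 and 1848 genes were up-regulated and between 1351 and 1533 down-regulated. With DESeq2 on the same genes the counts were 1771 and 1524.

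Of the 6 genes that the paper groups under NAD+ biosynthesis, 6 were called in the main setting. Tested against a log2 fold change of 1, 3 were called, and Nmnat1, Naprt and Slc22a13 did not pass. With total library size alone 4 were called, and the log2 fold changes of Nmnat1 and Naprt were -0.99 and -0.72. Of the 5 NAD+ consumption genes, 2 were called in the main setting. One gene fewer, 1, was called when tested against a log2 fold change of 1, with the replicate block and within the first library set, and Parp10 did not pass in these 3. The last 2 overlap, since the block compares control 1 and 3 with cisplatin 1 and 3, and in both the treatment coincides with the absence of Y-linked counts. With total library size alone 5 were called, and the shift of all genes given above is larger than the distance of Parp3, Parp6 and Parp14 from the threshold. Leaving out each library in turn changed neither count. Over all alternatives, the log2 fold change of Parp10 ranged from 0.87 to 1.95 and that of Parp14 from 0.40 to 1.29, with adjusted p-values for Parp14 between 0.000332 and 1.0 from the count tests. Of 697 values of single genes under alternatives, 683 kept their side of the thresholds, 8 lost it and 6 gained it. Since many of these genes lie far from the thresholds by the way they were named, this count shows little about stability.

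The camera tests of the IL-17, TNF and p53 lists passed an adjusted p of 0.05 under every alternative run with the full lists, with adjusted p-values of at most 0.00418. These lists hold 13, 12 and 8 genes that the paper lists as up-regulated in these libraries. Without them, the median log2 fold changes fell to 0.73, 0.74 and 1.16, with adjusted p-values of 0.0285, 0.0217 and 0.0217, and with camera's correlation also estimated from the data the adjusted p was 0.0605 for each, no longer past the threshold. Whether this comes from fewer genes or from smaller changes was not tested.

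The 8 libraries can be split into groups of 4 in 35 ways. Of these, 12 part both same-numbered pairs, as the real split does. Among these 12 alone a share under 0.05 cannot be reached, so they cannot exclude chance. That limit would apply only if the shared numbers marked pairs, and the paper describes no pairing. In 1 of the 12, the real split, the numbers of up-regulated and of down-regulated genes, of NAD+ biosynthesis, NAD+ consumption, GO and KEGG genes called, and the TNF and p53 list tests were as large as observed. For the IL-17 list, 2 of the 12 gave a p as small. Of all 35 splits, including the 23 that keep a same-numbered pair together, 3 did so for the IL-17 list and 1 for every other result. For the numbers of up-regulated and down-regulated genes, 1 of 35 is a share of 0.029, the smallest that 4 against 4 libraries can give. If the libraries are unpaired, this argues against a chance split as the source of these numbers of genes. No other split called a gene, while between 4 and 1693 genes had an unadjusted p under 0.05, against 5082 in the real split. The other split with the most such genes set control 1, 2 and 3 and cisplatin 3 against the rest, which nearly follows the library sets. The NAD+, GO and KEGG genes, and part of the 3 lists, were selected by the paper from these libraries, so these counts show no stability.

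Depth limits the fold changes of genes with at most 3 counts in every library of a group, which are given only as lower bounds. The rows that could not be used leave 44.1% of the protein-coding genes without a value.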

Differences from the paper's values

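The paper reports 4774 down-regulated genes, and 1434 were found here at the same thresholds. None of the alternatives set before the data were examined closed the gap: their counts lay between 803 and 1548, the latter with DESeq2 and no filter before the fit. The paper's 2387 up-regulated genes are within 1.5 times of the 1754 found here, and also of the counts under most of these alternatives; the exceptions are at least 10 counts in every library, the test against a log2 fold change of 1, and the fits without control replicate 1, 2 or 3 or cisplatin replicate 6. A DESeq2 fit of genes with a total of at least 2 counts, chosen after seeing the values, gave 1786 up-regulated and 1548 down-regulated genes at the paper's thresholds, and 4774 genes in both directions together at the adjusted p alone. No fit run here gave 2387 up-regulated genes, so lying within 1.5 times of that number does not mean that it was reproduced.

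The paper describes Parp3, Parp6 and Parp14 as up-regulated with Parp10 and Bst1. Their log2 fold changes here were 0.60, 0.74 and 0.70, below the paper's threshold of 1, and the adjusted p of Parp14 was 0.188 from edgeR's quasi-likelihood test. Among the alternatives, only total library size alone called them, with log2 fold changes of 1.16, 1.31 and 1.29. The adjusted p of Parp14 alone was also under the threshold with the replicate block (0.000332) and, in fits chosen after seeing the data, with the library set as a covariate (0.00114) and within the first library set (0.00540). In the fits with the block and of the first set, treatment coincides with the absence of Y-linked counts. The p-value of the fit with the block also rests largely on a spread pooled over genes. Figure 1B labels Gm4898 among the top down-regulated genes. It did not pass the expression filter here, and was called with no filter (log2 fold change -7.88), with DESeq2 and no filter (-7.50), in 5 of the fits that left out one library, and in 2 of the fits chosen after seeing the data, DESeq2 on genes with a total of at least 2 counts and the first library set. Selp, listed in Supplementary Table 3, did not pass the filter either. It was called with no filter (2.10), with DESeq2 and no filter (2.06), in 5 of the fits that left out one library and in the same 2 later fits.

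The text names Slc22a12 in both of the last places of its list of biosynthesis genes, while Figure 1E shows Slc22a12 and Slc22a13. The legend of Figure S1 describes the pathways shown as those with the largest absolute NES. In the paper's Supplementary Table 5, the 5 pathways shown, IL-17, p53, Ribosome, TNF and Staphylococcus aureus infection, rank 16, 35, 23, 32 and 51 by absolute NES, and 1, 2, 3, 4 and 5 by enrichment score.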

Other observations

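The tests in this part were chosen after the patterns were seen.

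The paper's methods state that male mice were used. In the usable rows, 3 Y-linked genes had at least 10 counts in each of the other 6 libraries. They are Kdm5d, Eif2s3y and Gm29650, and all 3 had at most 3 counts in both cisplatin 1 and cisplatin 3. Kdm5d had 0.120 and 0 CPM there, against 20.2, 37.2, 35.8 and 30.4 CPM in control 1, 2, 3 and 5 and 32.6 and 26.0 CPM in cisplatin 4 and 6. At the level of the other 2 cisplatin libraries, at least 427 counts of Kdm5d would have been expected in each, so depth does not account for the difference. The treatment does not either, since cisplatin 4 had 32.63 CPM, within the range of the controls. These values are consistent with kidneys without a Y chromosome, such as kidneys of female mice, or with exchanged samples, and these cannot be told apart here. Xist, which is expressed from the X chromosome in females, is among the rows that could not be used. All controls had Y-linked counts, so any difference between the sexes would enter the comparison of cisplatin with control through these 2 libraries, which are also the cisplatin libraries of the first library set. Each fit that leaves out one of these 2 libraries keeps the other, and no fit without both was run. All 3 libraries of the second library set have Y-linked counts, and within it 34 of the 34 genes followed across the alternatives changed in the direction seen over all libraries. Many of these genes were named for large changes, and the direction over all libraries rests in part on the second set itself. On the log2(CPM + 1) scale, the difference between cisplatin and control was 8.16 there and 9.29 in the first set for Lcn2, 1.56 and 1.06 for Parp10, and -0.13 and -0.71 for Il18, genes picked here as examples. The second set holds 1 control, and the sets also differ in other ways, so these differences between the sets cannot be put down to the sex of the mice and were not tested.

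Malat1, a nuclear RNA, was at 7121.5, 7985.7 and 8767.9 CPM in control 1, 2 and 3 and at 330 CPM in control 5. In cisplatin 1 and 3 it was at 11695 and 10739 CPM, and in cisplatin 4 and 6 at 1329 and 1488 CPM. The median of the 59 ribosomal protein genes was 155, 157, 171 and 369 CPM in control 1, 2, 3 and 5 and 355, 326, 723 and 762 CPM in cisplatin 1, 3, 4 and 6. It was higher after cisplatin within each library set. Mitochondrially encoded genes took 17.9%, 18.8%, 18.3% and 13.7% of the counts in the controls and 8.95%, 12.1%, 14.0% and 13.8% in the cisplatin libraries, in the same order.

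The paper's Supplementary Table 2 holds 13068 genes. One hypothesis is that the paper's analysis left out the rows with 10 values. A DESeq2 fit of the rows with 8 values and a total of at least 2 counts also held 13068 genes. Of the 1999 genes of Supplementary Table 2 that were read here, 1996 could be compared by name, and their log2 fold changes differed from the paper's by at most 4.16e-09. For 2 others no usable row had the name, one a date and one Itgam with a suffix, and 1 was left out because its name belongs to more than one gene of the fit. The former 2 each had a gene in this fit with the same mean count and log2 fold change. For the genes compared by name, the largest relative difference in mean count was 1.37e-09. Had the rows with 10 values entered the paper's fit, its number of genes and its scaling would be expected to differ. For the genes compared, these matches therefore argue against the use of those rows in the paper's analysis. Of 18 genes of NAD+ biosynthesis in a list written before the data were examined, 5 were in usable rows, and the list was not tested. The genes without usable rows include Nampt, Nmnat2, Nmnat3, Nmrk1, Qprt and Nadk2, and among the consumers Parp1, Parp2, Sarm1 and Sirt2.

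The paper's count of down-regulated genes is 2 times its count of up-regulated genes. A hypothesis is that the larger number counts both directions. In the same DESeq2 fit, 2466 genes were higher and 2308 lower at the adjusted p alone, 4774 together, the number the paper gives for down-regulated genes. This was found by trying settings after the paper's number was known.

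The paper's methods state a threshold of 1 for the absolute log2 fold change. No gene listed in Supplementary Tables 3 and 4 had a log2 fold change under 2.0045 in Supplementary Table 2, although 1095 of the genes shown there pass the adjusted p and a log2 fold change of 1, and 771 of them pass a log2 fold change of 2. The enrichment input may therefore have been limited to a log2 fold change of 2.

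All 24 proximal tubule genes of a list written before the data were examined were down-regulated. Their median log2 fold change was -4.11, against -1.84 for the 6 genes that the paper groups under NAD+ biosynthesis. In cisplatin 1 and 3, which lack Y-linked counts, Kap was at 544 and 229 CPM. In cisplatin 4 and 6 it was at 6220 and 11022 CPM. Slc4a4 went the other way, at 177 and 351 CPM against 74.5 and 70.9 CPM. Both genes were picked as examples. The size of the median may therefore depend on the Y-linked difference or the library set. A wider list of 24 NAD+ consumption genes had values for 15 and was not tested as a list. Of these, 8 were higher and 7 lower, with a median log2 fold change of 0.17, and 2 were called up-regulated and 1 down-regulated. The gene called down-regulated was Sirt3, which fell from 120 ± 32.5 to 32.8 ± 10.9 CPM (SD, n = 4 each), a log2 fold change of -1.88 (adjusted p = 0.000424 from edgeR). Sirt1, whose protein and mRNA the paper measures in other experiments, was at 47.5 ± 7.99 CPM in controls and 68.4 ± 15.1 CPM after cisplatin (SD, n = 4 each), a log2 fold change of 0.52 (adjusted p = 0.0557 from edgeR). Il18 was at 2.86 ± 0.441 and 1.76 ± 0.692 CPM (SD, n = 4 each), a log2 fold change of -0.70 (adjusted p = 0.103 from edgeR). Neither passed the thresholds. Under the alternatives, Sirt1 passed with total library size alone (log2 fold change 1.08), and Il18 passed as lower with the replicate block (-1.05) and within the first library set (-1.09), the latter chosen after seeing the data. In both of these fits of Il18 the treatment coincides with the absence of Y-linked counts, and the block leaves very little of the gene's own spread to test against. Genes on the opposite strand overlap Sirt1, Sirt3 and Il18.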
